# Transcriptomic and Single-Cell Analysis Reveals Regulatory Networks and Cellular Heterogeneity in Mouse Primary Sjögren’s Syndrome Salivary Glands

**DOI:** 10.3389/fimmu.2021.729040

**Published:** 2021-11-29

**Authors:** Erich Horeth, Akinsola Oyelakin, Eun-Ah Christine Song, Monika Che, Jonathan Bard, Sangwon Min, Jeremy Kiripolsky, Jill M. Kramer, Satrajit Sinha, Rose-Anne Romano

**Keywords:** primary Sjögren’s syndrome, salivary glands, RNA-sequencing, single cell RNA-sequencing, gene expression, genomics

## Abstract

Sjögren’s Syndrome (SS) is a chronic autoimmune disease of unknown etiology which primarily affects the salivary and lacrimal glands resulting in the loss of secretory function. Treatment options for SS have been hampered due to the lack of a better understanding of the underlying gene regulatory circuitry and the interplay between the myriad pathological cellular states that contribute to salivary gland dysfunction. To better elucidate the molecular nature of SS, we have performed RNA-sequencing analysis of the submandibular glands (SMG) of a well-established primary Sjögren’s Syndrome (pSS) mouse model. Our comprehensive examination of global gene expression and comparative analyses with additional SS mouse models and human datasets, have identified a number of important pathways and regulatory networks that are relevant in SS pathobiology. To complement these studies, we have performed single-cell RNA sequencing to examine and identify the molecular and cellular heterogeneity of the diseased cell populations of the mouse SMG. Interrogation of the single-cell transcriptomes has shed light on the diversity of immune cells that are dysregulated in SS and importantly, revealed an activated state of the salivary gland epithelial cells that contribute to the global immune mediated responses. Overall, our broad studies have not only revealed key pathways, mediators and new biomarkers, but have also uncovered the complex nature of the cellular populations in the SMG that are likely to drive the progression of SS. These newly discovered insights into the underlying molecular mechanisms and cellular states of SS will better inform targeted therapeutic discoveries.

## Introduction

Sjögren’s Syndrome (SS) is a chronic inflammatory autoimmune disease that commonly affects middle-aged women with a female to male ratio of up to 20:1 (1, 2). Although the etiology of SS remains largely unknown, hallmark features of this disease include lymphocytic infiltration of the salivary glands (SG) and lacrimal glands (LG), as well as loss of saliva and tear production. While this disease primarily involves the SG and LG, it can affect a wide range of other organs including the skin, kidneys, lungs and nervous system (3). Sjögren’s Syndrome can exist alone, referred to as primary Sjögren’s Syndrome (pSS), or as secondary Sjögren’s Syndrome, where it occurs in conjunction with other autoimmune connective tissue diseases (4). While SS overwhelmingly manifests as ocular and oral dryness, fatigue, and pain, patients are at elevated risk for the development of comorbidities such as pulmonary fibrosis, cardiovascular disease, B cell lymphoma, and other malignancies (5, 6).

Despite the well-characterized clinical manifestations associated with this disease, the underlying pathogenesis of pSS remains largely unknown. This is in part, due to the fact that pSS is a complex multifactorial disease that is triggered by genetic and environmental factors. Indeed, the search for genetic risk factors for pSS have led to the discovery of several alleles within the human leukocyte antigen (HLA) Class II and the major histocompatibility complex (MHC) Class II loci that are associated with pSS (7, 8). Furthermore, genome wide association studies (GWAS) have also identified numerous susceptibility genes including *STAT4*, *IRF5*, and *SH2D2A* (9). Interestingly, several of these genes have been implicated in the Interferon (IFN) signaling pathway, an important regulatory pathway previously shown to be a central player in pSS disease pathogenesis (10–12). In addition to IFN signaling, recent studies have also pointed to a prominent role for various signaling molecules including cytokines and chemokines, in directing the immune related effects associated with this disease. Notably, several chemokines including CCL19, CCL21, and CXCL13 have been shown to play key roles not only in recruiting various types of immune cells including B cells and T cells to the SGs but also in mediating their cellular responses (13–15). Despite some progress in our understanding of the molecular underpinnings of the disease, many facets of SS biology remain unexplored. This is an area of significant unmet need since current treatment options are mainly limited to symptomatic relief, and no effective cure has been developed to date (3).

Mouse models have served valuable roles in deciphering various facets of SG biology. Indeed, the last several decades have witnessed the generation of a large number of mouse models to study various aspects of human diseases affecting the SG, including pSS (16–26). Among such mouse strains, the nonobese diabetic (NOD) derived strain of mice remains perhaps one of the most extensively characterized and well-studied mouse models to investigate the pathogenesis of SS. Although the initial NOD inbred (NOD/ShiLt) strain displayed symptoms resembling SS including the presence of inflammatory cell infiltrates and impaired salivary and lacrimal secretion, these animals also developed type I diabetes (T1D) (19, 21). To circumvent the difficulties of studying SS in the background of T1D (27), we utilized a mouse model in which the NOD/ShiLt major histocompatibility complex was replaced with that of a healthy C57BL/10 strain, resulting in a congenic strain of mice (NOD.B10Sn-*H2^b^*/J or NOD.B10) that develop pSS but are protected from T1D (16). Indeed, these animals share many clinical features associated with pSS including a female disease predilection, focal lymphocytic infiltration of the SMG and lacrimal glands, reduced salivary flow and systemic disease manifestations affecting the kidney and lung (17, 28–30). Mechanistic studies performed in these mice have revealed roles for Toll Like Receptor (TLR) and Myd88 signaling pathways in promoting disease development (30–32). While these studies have informed on specific pathways and mediators of disease development, comprehensive studies aimed at uncovering global alterations in gene expression have been lacking.

To obtain a better understanding of the underlying mechanisms contributing to pSS disease development, here we have performed bulk RNA-sequencing (RNA-seq) to examine the global gene expression profiles of mouse salivary glands from control and NOD.B10 female mice. Functional gene enrichment and regulatory pathway analysis of the salivary glands revealed a number of molecular players and networks that are relevant in SS pathobiology including various cytokine and toll like receptor signaling pathways. In parallel, we have performed single-cell RNA-sequencing (scRNA-seq) to explore the cellular transcriptomic landscapes of control and NOD.B10 salivary glands. Interrogation of the single-cell transcriptomes have not only revealed the degree of cellular heterogeneity of SS glands, but have offered a glimpse into the vast number of immune cells present in diseased glands and the diverse nature of these immune cell types. Moreover, our comparative analysis of the bulk and scRNA-seq datasets has shed light on the altered gene expression profile of specific epithelial populations such as the acinar and ductal cells of the affected salivary glands. Another revealing finding from these analyses is the expression of various genes in the epithelial cells that are typically associated with innate and acquired immune responses. This observation reaffirms the prevailing notion that the activated and inflamed state of the epithelial cells in pSS is likely to play a prominent role and be a major contributing factor to disease pathophysiology (33–36). Overall, our comprehensive studies have highlighted the importance of key signaling networks and pathways and offered new insights into the underlying molecular nature of the diverse and afflicted cellular subpopulations in pSS.

## Material and Methods

### Mouse Models

All animal experiments and procedures were performed in accordance with the State University of New York at Buffalo (University at Buffalo) Institutional Animal Care and Use Committee (IACUC) regulations. All procedures were approved by University at Buffalo IACUC. NOD.B10 and C57BL/10SnJ (BL/10) control mice were purchased from Jackson Laboratories (stock numbers #002591 and 000666, respectively). Female mice were used in all experiments.

### Primary Sjögren’s Syndrome Mouse Models Examined in This Study

Both mouse models (NOD.B10 and the C57BL/6.NOD-*Aec1Aec2*) develop primary SS (pSS) and are derived from the nonobese diabetic (NOD/Lt) inbred strain, however, these animals do not share a common genetic background. Briefly, the NOD.B10 mice were generated by replacing the major histocompatibility complex (MHC) I-*A^g^* ^7^ molecule of NOD/Lt mice with MHC I-A^b^ from the C57BL/10SnJ strain, and thus these animals are congenic with the NOD/Lt mouse strain (16, 17). The C57BL/6.NOD-*Aec1Aec2* NOD-derived mouse strain were bred on a C57BL/6 background but carry two autoimmune exocrinopathy loci from the NOD/Lt mice (18).

### RNA Isolation and Quantitative RT-PCR

Total RNA was extracted from whole mouse submandibular salivary gland tissues from control BL/10 (7 months of age) and NOD.B10 (7-8 months of age) female mice as previously described (37). For quantitative reverse-transcription polymerase chain reaction (qRT-PCR) a total of 1 microgram of RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad, 1708890) according to the manufacturer’s instructions. Quantitative reverse-transcription polymerase chain reaction was performed on a CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad, 1855195) using iQ SYBR Green Supermix (Bio-Rad, 1708882). All qRT-PCR assays were performed in triplicates in at least three independent biological replicates. Relative expression values of each target gene were normalized to hypoxanthine guanine phosphoribosyltransferase (Hprt) expression. Primer sequences are provided in **Supplementary Table S22**.

### Bulk RNA-Sequencing, Differentially Expressed Gene (DEG) and Enrichment Analyses

Total RNA was extracted from whole mouse salivary gland tissues as previously described (37). For each RNA sample, 50bp cDNA-libraries were generated using the TrueSeq RNA Sample Preparation Kit (Illumina). Libraries were sequenced on the Illumina HiSeq 2500. Quality metrics were generated using FASTQC (38) v0.4.3, and high quality reads were mapped to the *Mus musculus* genome (*mm9* build) with the Tophat2 (39) v2.0.13 wrapper for Bowtie2 (40) v2.2.6. The reads that aligned to the mouse genome were counted using featureCounts (41). All RNA-seq analysis was performed as previously described (37, 42). For determining differentially expressed genes, an adjusted p-value < 0.05 based on Benjamini-Hochberg method was used as a cut-off using DESeq2. Top ranked upregulated and downregulated genes (based on fold change) were used for subsequent pathway analyses as indicated. Datasets have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GEO: GSE175649.

### Single-Cell RNA Sequencing Analysis

Single cell suspensions from 1 freshly isolated female control and 1 female NOD.B10 SMGs were generated for scRNA-seq analysis as previously described (43–45). A total of 21,386 cells from control SMGs were sequenced to a depth of 339 million reads, 15,891 reads per cell and 867 median genes per cell. A total of 13,846 NOD.B10 SMG cells were sequenced to a depth of 438 million reads, 31,651 reads per cell and 456 median genes per cell. The output from 10X Genomics Cellranger version 3.0.1 pipeline was used as input into the R analysis package Seurat version 4.0.1 (46). Cells with high unique molecular index counts (nCount_RNA > 40,000), and outlier gene detection rates (nFeature_RNA 200 and > 5,000), high mitochondrial transcript load (>50%), and high transcript counts for red blood cell markers were filtered from the analysis. After filtering and down-sampling to control for variable cell capture efficiencies on the 10X platform, a total of 12,000 control cells and 10,641 NOD.B10 cells were analyzed. The data was normalized using Seurat’s logNormalize with a scale factor of 10,000. Principle component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP) algorithm was used for dimensionality reduction and visualization, followed by the construction of a Shared Nearest Neighbor (SNN) graph and clustering analysis. Using the called clusters, cluster-to-cluster differential expression testing using the Wilcoxon Rank Sum identified unique gene markers for each cluster. To validate our annotation, our control scRNA-seq dataset was mapped to additional scRNA-seq datasets that were recently reported in the mouse SMG (47). Label transfer from the Hauser et al. adult murine data set was performed by utilizing the Azimuth workflow for mapping query datasets in Seurat 4.0 release (48). Briefly, the Seurat R data object generated by Hauser et al. was used as a reference data set, leveraging the cell cluster annotations as define by Hauser et al. (47). The Hauser et al. P30 adult female cell data set was then subset from the R data object and subsequently integrated with our single-cell data set using the MapQuery function that identifies transfer anchors (or pairs of cells which are mutual nearest neighbors) which allows for sample-to-sample integration into a shared uniform manifold approximation and projection (UMAP) plot. To confirm successful label transfer, feature plots for individual marker genes were compared to confirm common expression patterns between data sets. A complete list of genes enriched per cluster using a 0.25 log2 fold change cut-off is provided in **Supplementary Tables S9, S10**. Pathway analyses was performed using DAVID and Ingenuity Pathway Analysis (IPA, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). Additionally, the lists of DEGs generated from subsets of the scRNA-seq dataset were overlayed with the DEGs identified in our bulk RNA-seq dataset in order to identify concordant DEGs (**Supplementary Tables S18–S20**). Datasets have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GEO: GSE175649.

## Results

### Defining the Transcriptome of Mouse Primary Sjögren’s Syndrome Submandibular Glands

To better define global alterations in the gene expression patterns of pSS and identify molecular players that may contribute to disease pathogenesis, we performed RNA-sequencing based profiling of 7-month-old submandibular salivary glands (SMG) from C57BL/10 (control) and NOD.B10 female mice. 

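RNA was measured in the submandibular glands of 6 female mice, 3 C57BL/10 controls (replicates 105885, 105886 and 105887) and 3 NOD.B10 mice (108052, 108055 and 108057). The authors aligned the reads to mouse build mm9 with TopHat2, counted them with featureCounts and tested counts with DESeq2. The deposited values are transcripts scaled for gene length and library total (TPM) for 23366 gene entries. How the authors computed TPM is not stated, and TPM add up to the same total in each gland, so the depth in reads is not known. Here each gland's TPM was divided by a median-ratio size factor, from 0.874 to 1.28. Below, these values are called rescaled TPM and given as mean ± SD with n = 3 per group. Genes with a mean TPM of at least 1 were kept, which left 10963. On log2(TPM + 1), limma with a mean-variance trend gave fold changes, standard errors (SE) and Benjamini-Hochberg adjusted p, with 0.05 as the limit. The added 1 makes the fold change of a gene with few TPM smaller than its ratio of means. Gene positions are those of mm9 with GENCODE M1. Lists of genes were fixed before the values, though after the supplementary tables of the paper, were read, and tested as a whole with limma's camera test at a preset correlation of 0.01. No list passed camera when the correlation between its genes was estimated, so that adjusted p is given too. limma's fry test, planned beside camera, takes each list by itself. By adjusted p from fry, the fluid secretion (0.0227), T cell (0.0234) and sialic acid (0.0485) lists passed, which camera did not call. The interferon response (0.115), MHC class II (0.115), COPII (0.107), stromal (0.0560) and smooth muscle (0.158) lists, called by camera, did not pass fry. Each result was computed again under 12 alternatives: 6 choices of scaling, filter or weight, and each gland left out in turn. Genes named beyond those of the paper are the 12 highest and 12 lowest fold changes and up to 4 genes per list with the lowest p. All NOD.B10 glands are of 1 strain and all controls of another, so strain and disease cannot be told apart.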

NOD.B10 animals have been shown to develop clinical disease by 6 months of age. Moreover, these mice acquire several associated histopathological features including focal lymphocytic infiltration of the SMG and reduced salivary flow, which is common to human pSS (17, 28, 49). We utilized three biological replicates of SMG from the control and NOD.B10 mice to capture source variability and to ensure robust downstream inferential analysis. 

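The glands within a group resembled each other more than glands of the other group. Across genes, Pearson r was 0.983 to 0.986 between controls and 0.974 to 0.987 between NOD.B10 glands, and 0.947 to 0.970 between groups. A few secreted products dominate this tissue. The 10 most abundant genes made up 70.3 to 74.1% of all TPM in controls and 60.1, 67.1 and 70.2% in NOD.B10 glands 108052, 108055 and 108057. Gland 108052 stands apart, with the largest size factor and a limma array weight of 0.464, against 2.91 for gland 108055. With so much of the total in few genes, a change in the most abundant genes moves the TPM of all others, which the size factors are meant to offset. Replicate numbers are the only link between values and mice, and no batch or collection time is given.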

Importantly, we also performed histological analysis of the SMGs which showed focal lymphocytic infiltration in NOD.B10 salivary glands, but not in control glands, as visualized by hematoxylin and eosin (H&E) staining (**Supplementary Figure S1**). To better analyze the RNA-seq based gene expression patterns between the control and NOD.B10 SMGs, we first utilized principal component analysis (PCA). 

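The main axis of variation separated the strains. The first component of the 500 most variable genes held 66.7% of the variance and the second 13.7%. On the first, controls lay at −16.79, −17.80 and −14.82, and NOD.B10 glands at 21.13, 14.98 and 13.30. On the second, the spread was within groups, with gland 108052 at 9.97 and gland 108057 at −11.98. Exchanging the group labels in every possible way gives an exact p of 0.1, the smallest that 3 against 3 glands allow.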

As expected, we observed a clear separation between the two samples, highlighting the inherent differences in gene expression between the control and NOD.B10 glands (**Figure 1A**).

**Figure 1:**
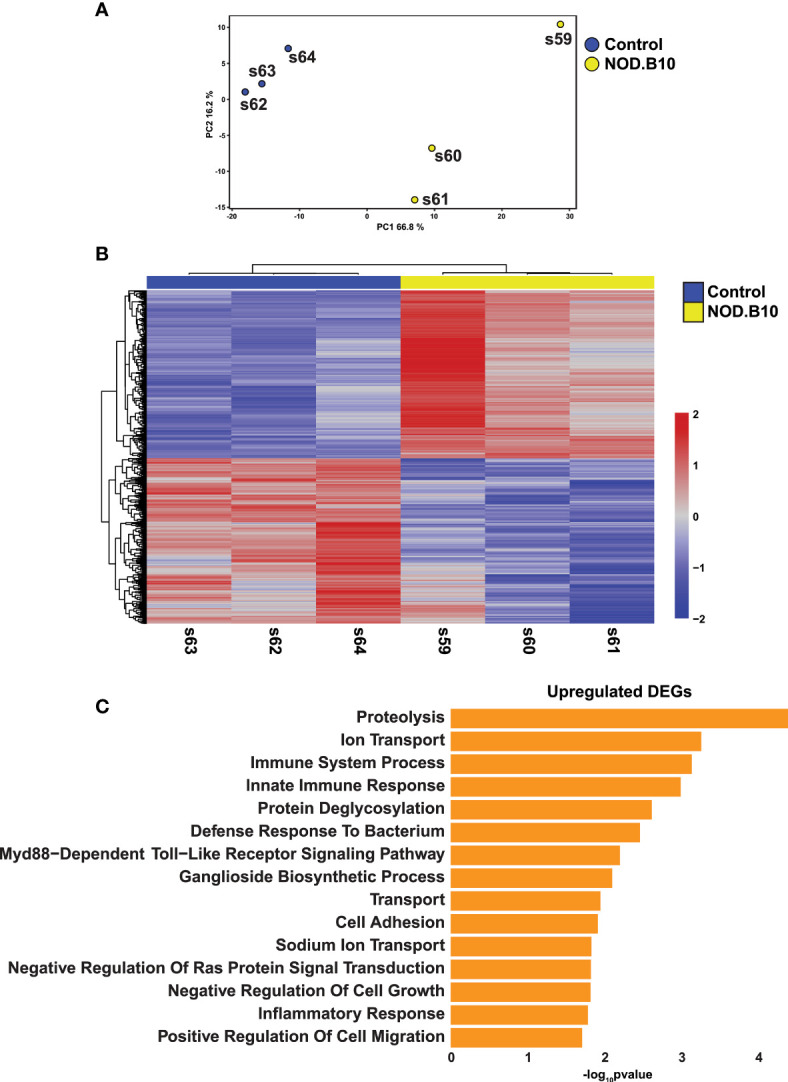
Comprehensive Transcriptomic Analysis of Submandibular Salivary Glands of NOD.B10 pSS Mice. **(A)** Plot shows Principal Component Analysis (PCA) coordinates for three control and three NOD.B10 mouse salivary glands. Blue and yellow circles represent control and NOD.B10 mice, respectively. **(B)** Heatmap visualization of differentially expressed genes (DEGs) in submandibular salivary glands of the control and NOD.B10 mice. **(C)** Bar plot highlighting enriched biological processes in the top 200 upregulated DEGs identified in panel **(B)** above.

The generation of bulk RNA-seq data from NOD.B10 SMGs allowed us to investigate not only the altered gene expression pattern in this specific mouse model, but also examine the degree of overlap with other pSS mouse models and human pSS (described in the experimental scheme in **Supplementary Figure S2**). Towards this end, we first compared the transcriptomic profiles of the control and NOD.B10 SMGs. This analysis identified 1076 differentially expressed genes (DEGs) between the control and NOD.B10 SMGs, with 542 genes being upregulated and 534 showing downregulation at a false discovery rate (FDR) of 0.05 (**Figure 1B** and **Supplementary Table S1**). 

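Of 10963 genes tested with limma, 495 were higher and 475 lower in NOD.B10 glands at adjusted p below 0.05. In each of these the 3 NOD.B10 values lay outside the range of the controls. Among all tested genes 3292 (30.0%) had no overlap between groups, 1568 higher and 1724 lower, where chance alone gives 10.0%. On log2(TPM + 1) the largest rise was that of Gcnt1, which builds branched O-glycans (chromosome 19, 17400631 to 17431157), from 0.415 ± 0.0974 to 137 ± 58.7 rescaled TPM (log2 fold change 6.50, SE 0.31, adjusted p = 1.9e-05, limma). Also among the 12 highest were, with log2 fold changes from limma, Rprl3 (5.92, SE 0.43, adjusted p = 1.1e-04) and BC018473 (4.11, SE 0.29, adjusted p = 1.0e-04), and 2610305D13Rik (3.29, SE 0.10, adjusted p = 5.2e-06) and BC002163 (3.29, SE 0.16, adjusted p = 2.3e-05). BC018473 lies on the other strand within St6galnac1, which rose too, so its reads may come from that gene. Dcpp1, a demilune cell protein, rose by 4.15 (SE 0.82, adjusted p = 0.0170, limma), and reads may be shared with its close paralogs. The call ended for Dcpp1 (without 105885 or 105886, with no TPM filter, 0.00670 to 0.0654), with the range of limma's adjusted p over the alternatives. Uox, urate oxidase, had 9.95, 8.06 and 8.56 in controls and is listed at 0 in all NOD.B10 glands. A gene listed at 0 throughout 1 strain can reflect a sequence difference that stops reads from aligning. The paper's Table S1 lists 1076 genes, of which 1001 were tested here. All of those had the same direction, and 809 passed limma's test. Without 1 gland 271 to 477 were higher and 236 to 453 lower, and with quality weights 776 and 740. The number of lower genes also depends on the scaling. With TPM as deposited, 373 were higher and 150 lower, so 71.3% of calls were higher, against 51.0% with size factors.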

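Of the genes that the paper's Table S2 names for enriched terms, 69 were tested here and 68 rose in NOD.B10 glands (limma, adjusted p below 0.05). Adjusted over this list alone, all 69 passed. The authors chose these genes by fold change in the same glands, so the count is not independent evidence.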

To probe the biological relevance of the transcriptomic differences between the control and NOD.B10 SMGs, we analyzed the top 200 upregulated genes, based on fold change, using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (50). 

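As lists, myeloid and NK cell genes were higher in NOD.B10 glands, while interferon response genes were lower. The macrophage and monocyte list had a median log2 fold change of 0.25 (limma's camera test, adjusted p = 0.00173, and adjusted p = 0.313 with an estimated correlation). Of its 15 tested genes 2 rose, and 8 when adjusted over the list alone. Among them is Mrc1, the mannose receptor of tissue macrophages, from 5.77 ± 0.506 to 10.1 ± 1.16 rescaled TPM (log2 fold change 0.72, SE 0.11, adjusted p = 0.00598, limma). Cd163 and Emr1 had positive estimates and did not pass (0.62, adjusted p = 0.0676 and 0.39, adjusted p = 0.0826, limma). The NK list had a median of 0.52 (limma's camera test, adjusted p = 0.00380, and adjusted p = 0.251 with an estimated correlation). Its granzyme Gzma and receptor Klre1 rose, with log2 fold changes from limma for Gzma (0.91, SE 0.17, adjusted p = 0.0148) and Klre1 (0.66, SE 0.14, adjusted p = 0.0229). For 6 chemokines that recruit lymphocytes the median was 0.34 (limma's camera test, adjusted p = 0.00739, and adjusted p = 0.313 with an estimated correlation). Markers of T cells did not pass camera as a list (median 0.38, limma's camera test, adjusted p = 0.0572, and adjusted p = 0.313 with an estimated correlation). They passed limma's fry test (adjusted p = 0.0234), and Cd27 (0.82, SE 0.17, adjusted p = 0.0218), a costimulatory receptor, passed by limma. The T cell list passed camera with TPM as deposited (0.0486), with quality weights (0.0441) and without gland 108052 (0.0341). No B cell marker, nor Cd79a or Icos, reached the TPM filter, and the plasma cell list did not pass (median 0.10, limma's camera test, adjusted p = 0.692, and adjusted p = 0.833 with an estimated correlation). Cd68 did not change past the test (log2 fold change 0.25, adjusted p = 0.492, limma). The interferon response list had a median of −0.34 over 30 genes (limma's camera test, adjusted p = 4.6e-05, and adjusted p = 0.502 with an estimated correlation). In it 6 genes fell and 1 rose, and 11 fell when adjusted over the list alone. Log2 fold changes from limma were Ifih1 (−0.82, SE 0.11, adjusted p = 0.00343) and Trim25 (−0.97, SE 0.15, adjusted p = 0.00505) for an RNA sensor and a ubiquitin ligase. The antiviral enzyme Rsad2 rose, with 3.64 ± 0.307 to 7.41 ± 1.43 rescaled TPM (log2 fold change 0.84, SE 0.14, adjusted p = 0.00780, limma). Under other settings limma's adjusted p passed 0.05 for Gzma (without 105886 or 108055, 0.00568 to 0.0628), Klre1 (without 105886, 105887, 108055 or 108057, 0.00894 to 0.0886), Cd27 (without 105885, 105887, 108055 or 108057, 0.00420 to 0.0863) and Ifih1 (with TPM as deposited, 0.00103 to 0.0536). Whole glands cannot show which cells carry these changes.

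**Figure D1:**
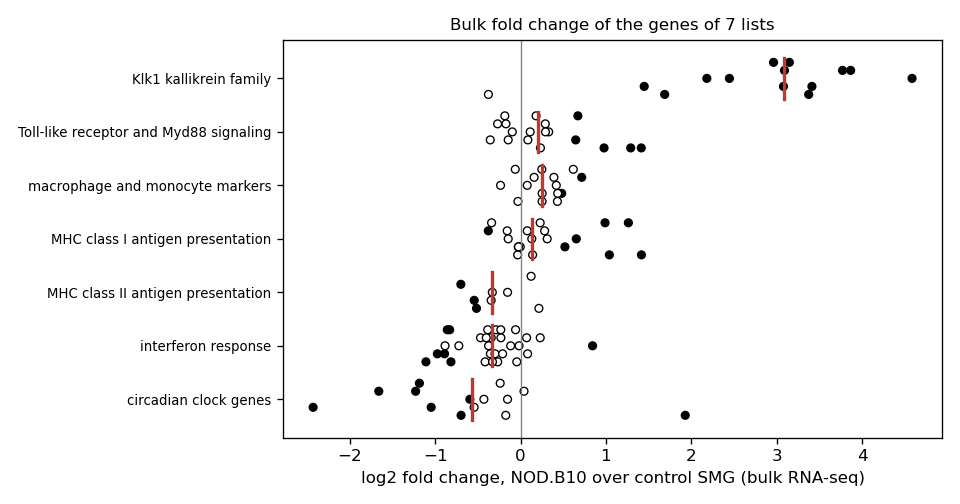
Log2 fold changes (NOD.B10 against control, 3 glands each) of the genes of 7 lists fixed before the files were opened, the clock list with its topic chosen after Table S1 was read. Filled points passed limma at adjusted p below 0.05, and the red line is the median of the list.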

As expected, in the NOD.B10 SMGs we observed specific enrichment of biological processes associated with immune responses including immune system process, innate immune response, defense response to bacterium, and inflammatory response - many of which have been implicated in SS pathogenesis (51, 52) (**Figure 1C** and **Supplementary Table S2**). 

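Some receptors at the start of Toll-like receptor signaling were higher in NOD.B10 glands, while 13 of 18 tested genes of the list did not pass limma. Tlr1 had 3.70 ± 0.349 in control and 10.5 ± 1.06 in NOD.B10 glands (log2 fold change 1.29, SE 0.11, adjusted p = 2.9e-04, limma; chromosome 5, 65316050 to 65324000). Its neighbor Tlr6, which like Tlr1 pairs with Tlr2 to sense bacterial lipoproteins, had 0.293 ± 0.0998 in control and 2.46 ± 0.435 in NOD.B10 glands (log2 fold change 1.41, SE 0.15, adjusted p = 7.6e-04, limma). The lipopolysaccharide receptor Tlr4 and its co-receptor Cd14 rose too, with log2 fold changes from limma of Tlr4 (0.67, SE 0.13, adjusted p = 0.0147) and Cd14 (0.98, SE 0.16, adjusted p = 0.00658). The list of 18 tested genes had a median log2 fold change of 0.21 (limma's camera test, adjusted p = 0.00739, and adjusted p = 0.251 with an estimated correlation). In it 5 genes rose, also when adjusted over the list alone. Calls lost under an alternative, with the range of limma's adjusted p, were those of Tlr4 (without 105885, 105886 or 108055, 0.00285 to 0.0652). Myd88 itself, looked up after the values were seen, did not pass (log2 fold change −0.10, adjusted p = 0.594, limma).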

Of note was the observed upregulation of the Myd88-dependent toll-like receptor signaling pathway which is in good agreement with recent studies that demonstrated amelioration of local and systemic SS disease manifestations upon the loss of Myd88 expression in the NOD.B10 mouse model (30–32). In contrast, the top 200 downregulated genes based on fold change were associated with positive regulation of T cell mediated immune response to tumor cell, positive regulation of angiogenesis and response to wounding (**Supplementary Figure S3** and **Supplementary Table S3**). 

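On log2(TPM + 1) the largest fall was that of Agr2, a protein disulfide isomerase needed for mucin folding, from 81.2 ± 15.8 to 5.84 ± 5.06 rescaled TPM (log2 fold change −3.81, SE 0.42, adjusted p = 9.6e-04, limma; chromosome 12, 36719494 to 36730674). Log2 fold changes from limma were also low for Cgref1 (−3.51, SE 0.21, adjusted p = 5.0e-05) and Hspb8 (−3.23, SE 0.15, adjusted p = 1.9e-05), a cell growth regulator and a small heat shock protein. Among the 12 lowest were Trim12a (−2.72, SE 0.12, adjusted p = 1.8e-05) and Azgp1 (−2.71, SE 0.11, adjusted p = 9.5e-06), and Sh3bgr (−2.29, SE 0.30, adjusted p = 0.00234) and Ly6d (−2.28, SE 0.22, adjusted p = 5.6e-04) by limma. The secretoglobin Scgb2b24 and the hyaluronidase Hyal1 fell too, at Scgb2b24 (−2.70, SE 0.44, adjusted p = 0.00748) and Hyal1 (−2.20, SE 0.15, adjusted p = 8.6e-05) from limma. Mir133a-1 is listed at 0 in all NOD.B10 glands and had 5.86, 3.90 and 2.30 in controls. Of 47 tested genes in the paper's Table S3, 33 fell by limma, and all 47 when adjusted over the list alone. Those genes were picked by fold change in these glands, so their direction is no independent test.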

Of the biological processes associated with genes showing downregulation, positive regulation of angiogenesis was particularly interesting given the observed link between angiogenesis and SS (53, 54).

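As a list, genes for vessel growth were slightly lower in NOD.B10 glands, while endothelial markers did not pass. Angpt1, a ligand that stabilizes vessels, had 7.74 ± 0.718 in control and 5.13 ± 0.640 in NOD.B10 glands (log2 fold change −0.51, SE 0.11, adjusted p = 0.0278, limma). The eosinophil chemokine Ccl11, on the same list, had 21.8 ± 1.26 in control and 14.9 ± 1.36 in NOD.B10 glands (log2 fold change −0.52, SE 0.10, adjusted p = 0.0129, limma). The list of 16 tested genes had a median log2 fold change of −0.20 (limma's camera test, adjusted p = 0.0313, and adjusted p = 0.306 with an estimated correlation). In it 4 genes fell, and 6 fell when adjusted over the list alone. Endothelial markers had a median of −0.06 over 11 genes (limma's camera test, adjusted p = 0.792, and adjusted p = 0.833 with an estimated correlation). None passed limma, 2 had an unadjusted p below 0.05, and Emcn (−0.54, SE 0.16, adjusted p = 0.0806) had the lowest p of them by limma. Among the alternatives, limma's adjusted p lay at or above 0.05 for Angpt1 (without 105885, 105886, 105887, 108055 or 108057, with no TPM filter, with TPM as deposited, 0.00594 to 0.394) and Ccl11 (without 105886 or 108055, with TPM as deposited, 0.00314 to 0.287). The list no longer passed camera without gland 108055 (adjusted p = 0.0593, limma) or 108057 (0.0860).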

The generation of RNA-seq datasets allowed us to also focus on broader changes in gene expression patterns that may be related to salivary gland dysfunction. We reasoned this approach would provide additional relevant insight into the pathophysiological features associated with this disease. Indeed, our analysis uncovered alterations to a number of genes (**Supplementary Figure S4**) that are associated with exocytosis in the acinar cells, a key biological process that can affect the secretion of salivary proteins and alter the contents of saliva. These results were noteworthy given the fact that one of the hallmark features of pSS is reduced salivary flow, which has been also documented in the NOD.B10 mouse model (49). 

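The list for the fusion machinery did not pass, while single genes of vesicle priming, fluid secretion and protein folding differed. Unc13b, which primes secretory vesicles, had 68.7 ± 2.93 in control and 119.7 ± 18.6 in NOD.B10 glands (log2 fold change 0.78, SE 0.12, adjusted p = 0.00505, limma). The endosomal SNARE Stx7 rose and the transport SNARE Ykt6 fell, with log2 fold changes from limma of Stx7 (0.35, SE 0.08, adjusted p = 0.0366) and Ykt6 (−0.44, SE 0.10, adjusted p = 0.0287). Over 33 genes of SNARE and exocytosis machinery the median was 0.02 (limma's camera test, adjusted p = 0.888, and adjusted p = 0.887 with an estimated correlation). Water channel Aqp5 and potassium channel Kcnn4, both present in acinar cells, fell, with Aqp5 (−0.51, SE 0.10, adjusted p = 0.0149) and Kcnn4 (−0.45, SE 0.08, adjusted p = 0.00940) by limma. The calcium sensor Stim1 rose, at Stim1 (0.55, SE 0.12, adjusted p = 0.0229) by limma. Calcium-dependent fluid secretion did not pass camera as a list (25 genes, median −0.05, limma's camera test, adjusted p = 0.269, and adjusted p = 0.502 with an estimated correlation). It passed limma's fry test (adjusted p = 0.0227), and adjusted over the list alone 6 genes fell and 1 rose. Acinar markers did not pass camera either (18 genes, median −0.30, limma's camera test, adjusted p = 0.0572, and adjusted p = 0.502 with an estimated correlation), and among them the lactoperoxidase gene Lpo fell (log2 fold change −0.58, SE 0.12, adjusted p = 0.0215, limma). Adjusted over the list alone, 8 acinar markers fell and 2 rose. As a list acinar markers passed camera with no TPM filter (0.0149), TPM as deposited (0.0124), TMM factors (0.0444), quality weights (0.0309) and without gland 105886 (0.0032) or 108052 (0.0341). Xbp1, the transcription factor of the unfolded protein response, fell from 237 ± 13.4 to 169.9 ± 10.6 rescaled TPM (log2 fold change −0.48, SE 0.09, adjusted p = 0.0149, limma; chromosome 11, 5420662 to 5425896). Other members of that response fell as well, with Chac1 (−2.09, SE 0.38, adjusted p = 0.0120), Atf4 (−0.53, SE 0.12, adjusted p = 0.0277) and Herpud1 (−0.47, SE 0.11, adjusted p = 0.0388) by limma. The acinar factor Bhlha15 was lower without passing (log2 fold change −0.57, SE 0.16, adjusted p = 0.0692, limma), and it passed with quality weights (0.0212) and without gland 108057 (0.0330). The list of 29 genes had a median of −0.05 (limma's camera test, adjusted p = 0.484, and adjusted p = 0.833 with an estimated correlation), and adjusted over the list alone 8 fell and 5 rose. Less firm calls, by limma's adjusted p over the alternatives, were Stx7 (without 105885, 105886, 105887, 108052 or 108055, with TPM as deposited, 0.0104 to 0.150), Ykt6 (without 105885, 105886, 105887, 108052 or 108057, with TPM as deposited, 0.0248 to 0.385), Aqp5 (without 105885 or 105887, with TPM as deposited, 0.00916 to 0.279) and Kcnn4 (without 105885, with TPM as deposited, 0.00314 to 0.396). By limma's adjusted p, alternatives ended the call of Stim1 (without 105885, 105886, 108052 or 108055, with TPM as deposited, 0.0129 to 0.0932), Lpo (without 105885, 105886 or 108055, with TPM as deposited, 0.00551 to 0.157), Xbp1 (without 105885 or 105887, with TPM as deposited, 0.00810 to 0.342), Chac1 (without 105886, 0.00101 to 0.0547), Atf4 (without 105885, 105886 or 108055, with no TPM filter, with TPM as deposited, 0.00815 to 0.181) and Herpud1 (without 105885, 105886, 108052, 108055 or 108057, with no TPM filter, with TPM as deposited, 0.0279 to 0.332).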

Interestingly, we observed downregulation of a number of genes belonging to the Ras superfamily of GTPases (RAB GTPases). 

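RAB GTPases, which direct vesicle traffic, were not shifted as a family. Of 44 tested members none passed limma's test, also when adjusted over the list alone, and 7 had an unadjusted p below 0.05. The median log2 fold change was 0.00 and the mean 0.01 (limma's camera test, adjusted p = 0.859, and adjusted p = 0.880 with an estimated correlation). Rab26, which acts on acinar secretory granules, had 14.5 ± 0.899 in control and 9.38 ± 2.78 in NOD.B10 glands (log2 fold change −0.62, SE 0.19, adjusted p = 0.0872, limma). Others with a low p had positive estimates, with log2 fold changes from limma of Rab2b (0.52, SE 0.14, adjusted p = 0.0545) and Rab8b (0.30, SE 0.10, adjusted p = 0.110), and Rab5a close behind. Rab2b passed in 2 of the alternatives, and Rab5a and Rab8b in 1 each. The 4 were named for their low p, and a family test with 3 glands per group can miss small shifts in few members.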

RAB GTPases play critical roles in exocytosis and membrane trafficking including vesicle formation, docking and membrane fusion, all vital functions necessary for proper saliva secretion (55). 

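Rabac1, a Golgi receptor for prenylated RAB proteins, had 107 ± 14.0 in control and 71.5 ± 15.9 in NOD.B10 glands (log2 fold change −0.59, SE 0.17, adjusted p = 0.0741, limma; chromosome 7, 25754769 to 25757747). The 3 NOD.B10 values lay below the controls, and the gene did not pass in any alternative. Rab6b, a RAB of Golgi traffic, lay below the TPM filter (chromosome 9, 103014404 to 103087600). With no filter its log2 fold change was −0.70 with adjusted p = 0.00559 from limma. At so few TPM the size of the change is uncertain.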

More specifically, we observed reduced gene expression levels of *Rabac1* and *Rab6b* in the salivary glands of SS mice compared to control animals (**Supplementary Figure S4**). Taken together, the transcriptomic profiling of the NOD.B10 mouse SMG has led to a better understanding of gene regulatory networks that are likely to be relevant for pSS pathobiology.

### Comparative Analysis of Primary Sjögren’s Syndrome in Mouse and Humans

In order to facilitate the discovery of genes and networks that may be important drivers of SS etiology, we next compared our results to microarray-based transcriptomic datasets generated from the well-established C57BL/6.NOD-*Aec1Aec2* mouse model of pSS (56). 

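Of the genes in the paper's Table S4, 31 were tested here. By limma 15 rose and 15 fell in NOD.B10 glands, and 16 and 15 when adjusted over the list alone. These genes come from the paper's calls on the same glands, so only the C57BL/6.NOD-Aec1Aec2 data, not analysed here, could give independent evidence.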

Comparison of the datasets revealed 33 common genes of which 18 were upregulated and 15 downregulated (**Figure 2A** and **Supplementary Table S4**). Despite the paucity of common genes between these two datasets, it is important to note that a number of these genes have been previously implicated in SS pathogenesis including *Prss23*, *Tmem173*, *Tgfb2, Dusp4*, and *Arg1* (57–61). 

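The serine protease Prss23 had 22.9 ± 0.872 rescaled TPM in control and 48.9 ± 10.7 in NOD.B10 glands (log2 fold change 1.04, SE 0.14, adjusted p = 0.00325, limma; chromosome 7, 96656295 to 96666096). The DNA-sensing adapter Tmem173 (STING) and the growth factor Tgfb2 also rose, with log2 fold changes from limma of Tmem173 (0.93, SE 0.17, adjusted p = 0.0135) and Tgfb2 (1.05, SE 0.22, adjusted p = 0.0200). Mean rescaled TPM went from 1.83 ± 0.632 to 4.32 ± 0.630 for Tmem173 and from 5.30 ± 0.600 to 12.5 ± 4.86 for Tgfb2. The phosphatase Dusp4 fell from 3.73 ± 0.782 to 1.01 ± 0.268 (log2 fold change −1.23, SE 0.16, adjusted p = 0.00242, limma). Arg1, arginase 1, fell the most, from 81.1 ± 8.99 to 18.5 ± 1.06 (log2 fold change −2.07, SE 0.10, adjusted p = 2.3e-05, limma; chromosome 10, 24635014 to 24647276). The call ended for Tmem173 (without 108055, 0.00736 to 0.0514) and Tgfb2 (without 105885 or 105886, with no TPM filter, 0.00718 to 0.0772), with the range of limma's adjusted p over the alternatives.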

To better appreciate the biological significance of the common genes, we performed pathway analysis on the 18 upregulated genes. 

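As lists, genes of class I antigen presentation were higher in NOD.B10 glands and those of class II lower, though most members did not pass on their own. H2-K1 had 196 ± 7.07 rescaled TPM in control and 529 ± 71.2 in NOD.B10 glands (log2 fold change 1.42, SE 0.11, adjusted p = 2.0e-04, limma; chromosome 17, 34132962 to 34137278). The class I gene H2-D1 and Nlrc5, the transactivator of class I genes, rose too, with log2 fold changes from limma of H2-D1 (0.99, SE 0.10, adjusted p = 6.7e-04) and Nlrc5 (1.26, SE 0.14, adjusted p = 0.00100). The class I list had a median of 0.14 over 20 genes (limma's camera test, adjusted p = 0.0103, and adjusted p = 0.502 with an estimated correlation). In it 6 rose and 1 fell, or 6 and 2 adjusted over the list alone. The gene that fell is the trimming peptidase Erap1 (log2 fold change −0.38, SE 0.10, adjusted p = 0.0472, limma). In the class II list 3 of 8 genes fell, or 5 adjusted over the list alone (median −0.34, limma's camera test, adjusted p = 0.0172, and adjusted p = 0.502 with an estimated correlation). H2-Ab1 fell from 70.4 ± 5.03 to 43.2 ± 6.12 (log2 fold change −0.70, SE 0.11, adjusted p = 0.00744, limma), along with H2-Eb1 (−0.54, SE 0.11, adjusted p = 0.0207) and Cd74 (−0.52, SE 0.11, adjusted p = 0.0274) by limma. The class II protease Ctss did not pass (log2 fold change −0.34, SE 0.10, adjusted p = 0.0804, limma). The class II list lost its call with no TPM filter (camera adjusted p = 0.0763, limma), with quality weights (0.0526) and without gland 108057 (0.136). Under other settings limma's adjusted p passed 0.05 for H2-Ab1 (with TPM as deposited, 0.00720 to 0.124), H2-Eb1 (without 105885, 105886, 105887 or 108055, with TPM as deposited, 0.00891 to 0.367), Cd74 (without 105885, 105886, 105887 or 108055, with no TPM filter, with TPM as deposited, 0.0174 to 0.412) and Erap1 (without any 1 of the 6 glands, with no TPM filter, with TPM as deposited, with TMM factors, 0.0249 to 0.539). Of the genes in the paper's Table S5, 9 were tested and all 9 rose, also adjusted over the list alone. H2 genes are close paralogs, so reads can be shared between them.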

As expected, we observed specific enrichment of biological processes associated with immune function including immune system processing, positive regulation of T cell mediated cytotoxicity, and general programs common to antigen processing and presentation (**Figure 2B** and **Supplementary Table S5**).

**Figure 2:**
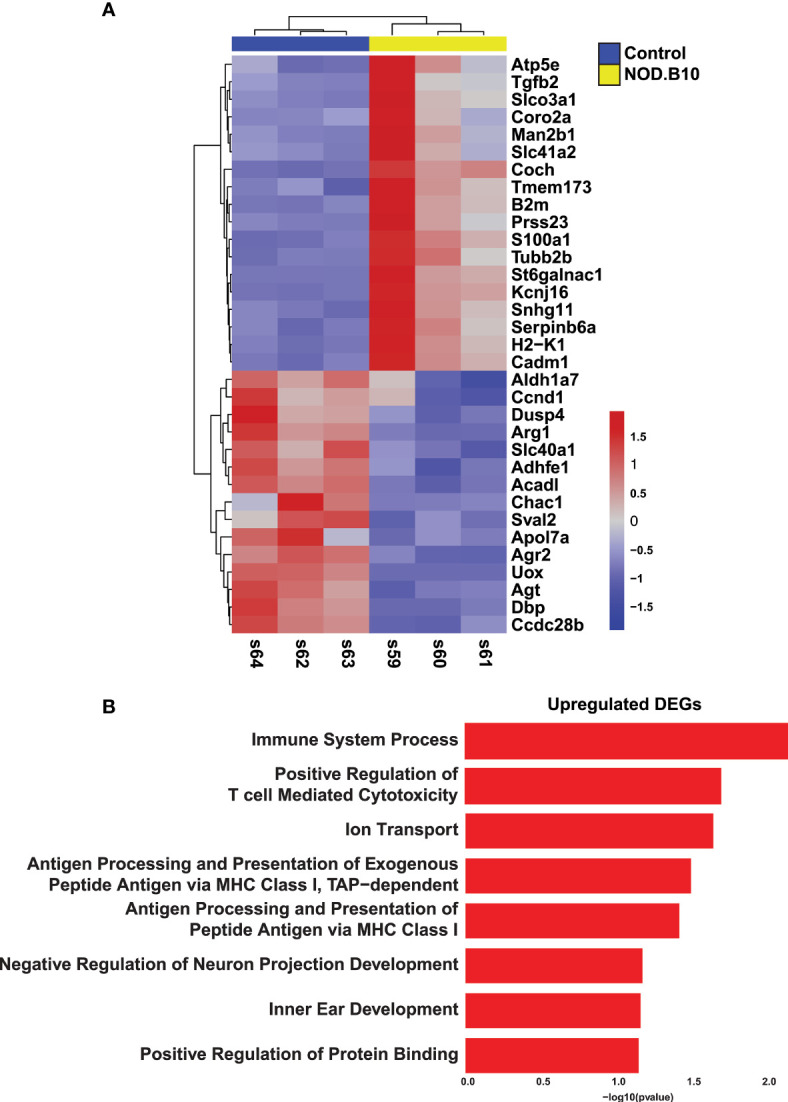
Comparative Analysis of Sjögren’s Syndrome Mouse Models. **(A)** Heatmap visualization of the common 33 overlapping genes identified in the RNA-seq datasets described here (Horeth et al.) and the Nguyen et al. (56) microarray dataset. **(B)** Bar plot highlights the biological processes enriched in the common 18 upregulated genes identified in panel **(A)** above.

Having established the transcriptomic repertoire of the NOD.B10 salivary glands, we wondered if there existed any commonalities between the mouse pSS salivary glands and those of human pSS patients. Towards this end, we compared the control and NOD.B10 salivary gland global transcriptome to RNA-seq datasets of human minor salivary glands of non-SS and pSS patients, which were recently generated in our lab (62). Of the 1076 DEGs identified in the NOD.B10 SMGs, we found 166 genes which showed concordant gene expression patterns to be shared across the two datasets. Of these DEGs, 57 were upregulated in both mouse and human while 109 were downregulated (**Figure 3A** and **Supplementary Table S6**). 

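Of the genes in the paper's Table S6, 156 were tested here, and 43 rose and 85 fell in NOD.B10 glands by limma. Adjusted over the list alone, 52 rose and 104 fell. The lipid carrier Apoe had 216 ± 9.66 rescaled TPM in control and 297 ± 5.76 in NOD.B10 glands (log2 fold change 0.46, SE 0.08, adjusted p = 0.0129, limma; chromosome 7, 20281458 to 20284515). Entpd1 (CD39), which breaks down extracellular ATP, had 4.82 ± 0.471 in control and 7.07 ± 0.590 in NOD.B10 glands (log2 fold change 0.47, SE 0.11, adjusted p = 0.0310, limma). Def6, a signaling protein of T and B cells, was higher on average without passing, from 8.61 ± 0.713 to 13.3 ± 3.73 (log2 fold change 0.54, SE 0.18, adjusted p = 0.108, limma). Def6 passed with quality weights (0.0251) and without gland 108057 (0.0121). Calls lost under an alternative, with the range of limma's adjusted p, were those of Apoe (without 105885, 105886 or 108055, 0.00320 to 0.0770) and Entpd1 (without any 1 of the 6 glands, with no TPM filter, with TPM as deposited, 0.0253 to 0.114). The list was chosen by the paper's calls in these glands, so the counts are not independent of them.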

Notably, a number of common genes identified across both datasets have been previously demonstrated to play important roles in pSS pathogenesis including *Cxcl13*, *Tmsb10*, *Tap1*, *C1qa*, *Serpinb9*, and *Cds1* (14, 63–67) (**Figure 3A** and **Supplementary Table S6**). 

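Cxcl13, the chemokine that draws B cells into follicles, rose from 0.133 ± 0.119 to 2.34 ± 0.232 rescaled TPM (log2 fold change 1.56, SE 0.14, adjusted p = 4.5e-04, limma; chromosome 5, 96385945 to 96390086). The actin-binding Tmsb10 and the granzyme inhibitor Serpinb9 were higher, with log2 fold changes from limma of Tmsb10 (0.61, SE 0.12, adjusted p = 0.0188) and Serpinb9 (0.57, SE 0.10, adjusted p = 0.00831). The peptide transporter Tap1 and the complement subunit C1qa rose less, at Tap1 (0.52, SE 0.11, adjusted p = 0.0248) and C1qa (0.48, SE 0.11, adjusted p = 0.0291) by limma. Their means went from 5.36 ± 0.297 to 8.16 ± 1.12 for Tap1 and from 25.7 ± 1.34 to 36.4 ± 4.76 for C1qa. Cds1, which makes CDP-diacylglycerol for phospholipid synthesis, fell from 14.7 ± 0.990 to 8.35 ± 0.717 (log2 fold change −0.75, SE 0.10, adjusted p = 0.00242, limma). Among the alternatives, limma's adjusted p lay at or above 0.05 for Tmsb10 (without 105885, 105887 or 108055, 0.00452 to 0.0671), Tap1 (without 105885, 105886, 105887, 108052 or 108055, with no TPM filter, with TPM as deposited, 0.00998 to 0.0971) and C1qa (without 105885, 105886, 105887, 108052 or 108055, with no TPM filter, with TPM as deposited, 0.00611 to 0.114).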

As expected, pathway analysis of the common upregulated genes revealed specific enrichment in biological processes important for innate immune response, antigen processing and presentation, regulation of cytokine secretion, toll-like receptor signaling, and Myd88-dependent toll-like receptor signaling pathway (**Figure 3B** and **Supplementary Table S7**). Conversely, shared downregulated genes showed enrichment in processes associated with O-glycan processing, ER to Golgi vesicle-mediated transport, carbohydrate metabolic process, and protein N-linked glycosylation *via* asparagine (**Supplementary Figure S5** and **Supplementary Table S8**). 

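Of the genes in the paper's Table S7, 22 were tested here. By limma 19 rose in NOD.B10 glands, and all 22 when adjusted over the list alone. From the terms enriched in them, the paper states that innate immune response, antigen presentation and Toll-like receptor signaling mark the genes higher in both species. The human samples were not analysed here, so these values speak for the mouse glands alone.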

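As a list, genes of transport from the ER to the Golgi were lower in NOD.B10 glands, while O-glycosylation genes moved both ways. Among the genes that fell were some cargo receptors of the early secretory pathway. Log2 fold changes from limma were Tmed2 (−0.60, SE 0.10, adjusted p = 0.00974), Mcfd2 (−0.57, SE 0.11, adjusted p = 0.0173) and Tmed3 (−0.45, SE 0.11, adjusted p = 0.0330). Tmed2 went from 344 ± 14.2 to 227 ± 23.7 rescaled TPM. In the list for COPII and ER to Golgi transport 6 of 31 genes fell, also adjusted over the list alone. The median was −0.16 (limma's camera test, adjusted p = 0.00483, and adjusted p = 0.502 with an estimated correlation). With TPM as deposited it turned to 0.02, and the list still passed camera (adjusted p = 0.0177, limma). Mucin-type O-glycosylation had 3 genes higher and 6 lower of 14, or 4 and 6 adjusted over the list alone. Its median was −0.19, its mean 0.23 and its test direction down, without passing (limma's camera test, adjusted p = 0.484, and adjusted p = 0.735 with an estimated correlation). Of the genes in the paper's Table S8, 33 were tested and 26 fell by limma, and all 33 when adjusted over the list alone. The authors picked Table S8 by calls in these glands, so it is no separate test. Less firm calls, by limma's adjusted p over the alternatives, were Tmed2 (without 105885, with TPM as deposited, 0.00267 to 0.124), Mcfd2 (without 105885, with TPM as deposited, 0.0117 to 0.262) and Tmed3 (without 105885, 105886, 105887, 108055 or 108057, with no TPM filter, with TPM as deposited, 0.0215 to 0.383).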

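Single enzymes of O-glycan synthesis moved both ways. Galnt10, Galnt5 and Galnt18 add the first sugar and fell, with log2 fold changes from limma of Galnt10 (−0.73, SE 0.08, adjusted p = 0.00100), Galnt5 (−1.09, SE 0.16, adjusted p = 0.00410) and Galnt18 (−1.07, SE 0.16, adjusted p = 0.00487). Galnt10 went from 17.6 ± 0.424 to 10.2 ± 0.245 rescaled TPM. St6galnac1 and St6galnac2 cap O-glycans with sialic acid. St6galnac1 rose from 1.62 ± 0.580 to 83.3 ± 21.4 (log2 fold change 5.00, SE 0.20, adjusted p = 9.5e-06, limma; chromosome 11, 116600308 to 116636821) and St6galnac2 from 3.02 ± 0.381 to 34.0 ± 9.74 (log2 fold change 3.09, SE 0.19, adjusted p = 5.3e-05, limma). St3gal5, which makes the ganglioside GM3, rose as well (log2 fold change 1.24, SE 0.15, adjusted p = 0.00157, limma). By limma's adjusted p, alternatives ended the call of Galnt10 (with TPM as deposited, 3.1e-04 to 0.0733). Levels of RNA do not give enzyme activity or the glycans made.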

Interestingly, the observed downregulation of genes important for normal glycan function is in good agreement with the suggested role glycans play in influencing salivary flow, which is commonly reduced in pSS patients (68).

**Figure 3:**
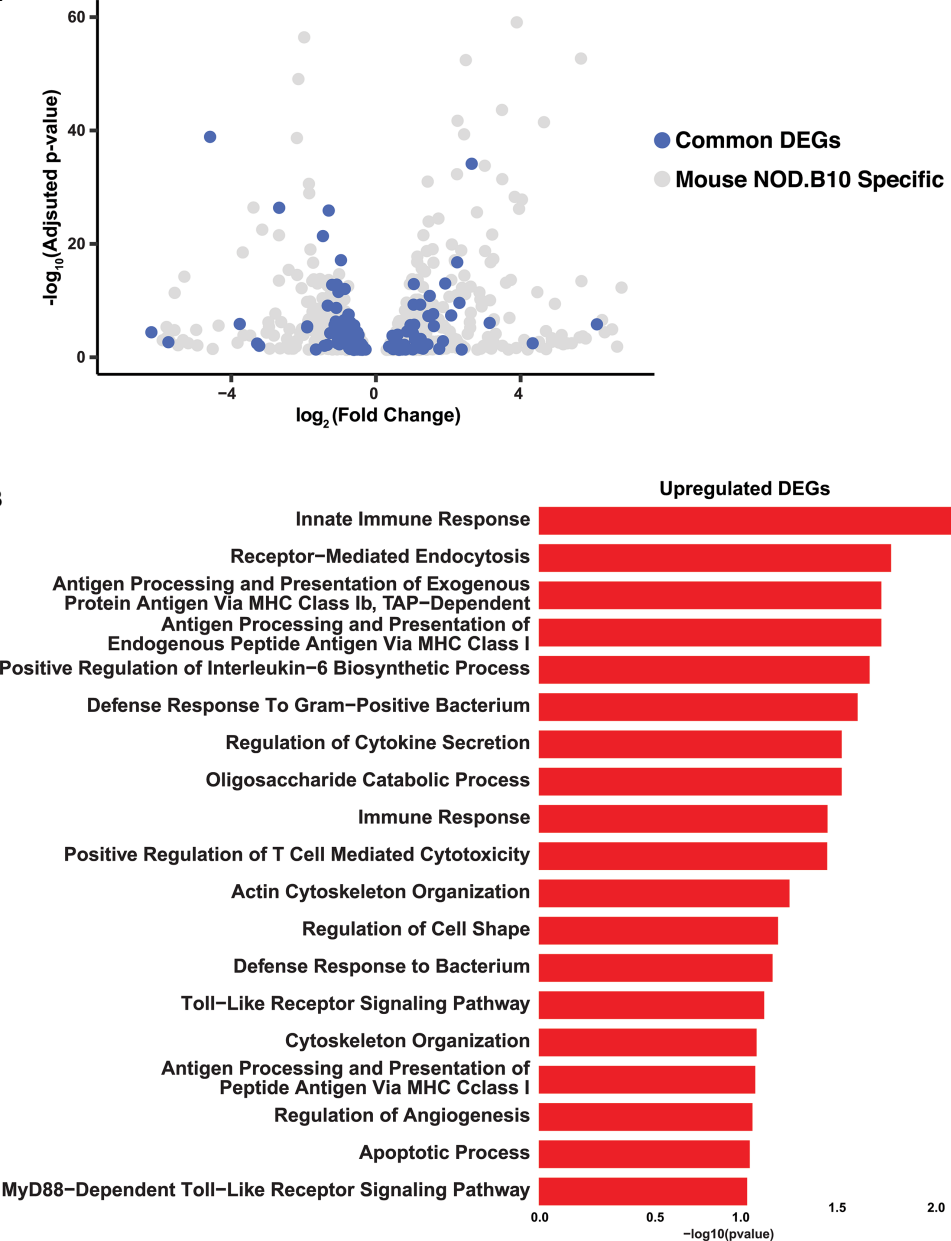
Integrated Analysis of Mouse and Human Sjögren’s Syndrome Datasets. **(A)** Volcano plot shows the distribution of statistically significant upregulated and downregulated DEGs in NOD.B10 SMGs (grey dots) and common DEGs (blue dots) between mouse and human SS. **(B)** Bar plot highlights the biological processes enriched in the common upregulated DEGs identified between the NOD.B10 and human pSS datasets.

To further validate our findings, we next performed quantitative reverse-transcription polymerase chain reaction (qRT-PCR) using an independent set of salivary glands from control and NOD.B10 mice that were not included in our RNA-seq analysis. We focused on a select number of candidate genes that were common across both mouse and human datasets, several of which have been implicated in SS pathobiology. Consistent with our RNA-seq results, we found elevated mRNA expression levels of *Apoe*, *B2m*, *Tlr1*, *Def6*, *Entpd1*, and reduced expression levels of *Xbp1* (69–74) (**Supplementary Figure S6**).

### Single-Cell Characterization of NOD.B10 Salivary Gland Tissue

To follow up our observations from bulk RNA-seq experiments and to obtain a more detailed view of the cellular identities and states associated with SS pathology, we performed single-cell RNA-sequencing (scRNA-seq) analysis of adult control and NOD.B10 salivary glands. 

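Single cells were profiled from 1 control and 1 NOD.B10 submandibular gland of female mice, other animals than those of the bulk data. The authors made the count tables with Cell Ranger from 10x Genomics libraries. The deposited tables hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, 21386 barcodes with 93964086 UMIs for the control and 13846 with 66799491 for NOD.B10. The paper states the depth in reads, while all values here are UMIs. Both libraries were filtered by the paper's limits, scaled to 10000 UMIs per cell, and clustered together with Leiden on 30 principal components of 2000 variable genes. Clusters were named from markers fixed beforehand, by a rule chosen after the clusters were seen. For each class the UMIs of all its cells were summed per gene and given as CPM, counts per 1000000 UMIs. Ratios are NOD.B10 over control. With 1 library per strain there are no replicates, so no test is possible. Intervals in parentheses are exact 95% intervals (Clopper-Pearson for shares of cells, Poisson for sums) that cover counting error only. For gene lists, a percentile places the median log2 ratio among 10000 random lists of like expression. High percentiles are common here: in epithelial cells 22 of 33 lists lay outside the central 95%, in duct cells 19 of 33, in acinar cells 14 of 27 and in immune cells 20 of 33. Each result was computed again under 11 alternatives for filters, doublets, resolution and naming.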

SMGs were isolated, dissociated into single cell suspensions and subjected to scRNA-seq using the 10X Genomics sequencing platform for single-cell capture to achieve in-depth expression profiling of individual SMG cells. After standard data processing and quality control procedures (see *Material and Methods*), we obtained transcriptomic profiles for 21,386 control cells and 13,846 NOD.B10 cells and performed downstream analysis (**Supplementary Figure S7**).

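Filtering kept 16810 control and 10419 NOD.B10 cells, with a median of 3342 and 1687 UMIs and 995 and 623 genes. Of all barcodes, 1388 control and 2083 NOD.B10 had fewer than 200 genes, and 2775 and 2760 had over 50% mitochondrial UMIs. More than 40000 UMIs were found in 79 and 162 barcodes, and more than 5000 genes in 1 and 93. For red blood cells the paper gives no limit, so a limit of 5% hemoglobin UMIs was set here. It applied to 1731 control and 432 NOD.B10 barcodes, and without it 17660 and 10648 cells remain. Kept control cells had a median of 16.9% mitochondrial UMIs and NOD.B10 cells 7.34%. Whether this reflects library quality or the mix of cell types was not tested.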

In order to appreciate the level of cellular heterogeneity in the control glands, we first performed unsupervised clustering with affinity propagation based on the expression of high-variance genes. This analysis identified 15 clusters (C) of distinct cellular populations which we visualized *via* uniform manifold approximation and projection (UMAP) (**Figure 4A**). 

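The joint clustering gave clusters 0 to 30, and most cell types lay in different clusters in the 2 libraries. Duct cells of the control were mainly in clusters 0, 3, 4, 7 and 21 and those of NOD.B10 in 16, 19 and 25. Acinar cells were in 10 and 20 for the control and in 29 and 10 for NOD.B10, basal cells in 6 and 23, and endothelial cells in 2 and 13. T cells were in 26 and 9, myeloid cells in 15 and 8 in both, B cells in 11 and 22, and NK cells in 14. A cluster that comes almost wholly from 1 library can stand for that library and not for a cell type. Class names below mean cells like that type by the fixed markers. Cluster 1, with 37 control and 2862 NOD.B10 cells and a median of 1012 UMIs, fitted no class. In all, 1.51% of control and 28.0% of NOD.B10 cells stayed unnamed.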

Cell type assignments were made based on the expression of known/validated marker genes, similar to what we and others have reported in the SGs (**Supplementary Tables S9**, **S10**) (43, 45, 47, 62, 75). A dot plot showing the expression of markers used for annotation is shown in **Supplementary Figure 8**. Interestingly, comparative analysis revealed striking differences between the various cell populations of the control and NOD.B10 samples (**Figure 4A**). These differences are further highlighted in **Figure 5A** in which the top 20 DEGs across all clusters between the control and NOB.B10 mice are shown (**Figure 5A** and **Supplementary Table S11**). As expected, we observed a dramatic increase in the number of immune cells in the NOD.B10 mouse salivary gland compared to control glands (**Figure 4**). This included elevated numbers of B cells, T cells, and myeloid cells as demonstrated by elevated mRNA expression levels of the cell type specific markers *Cd79a*, *Icos*, and *Cd68*, respectively (**Figure 4B**). This observation was further validated by examining the percentage of cells per cluster between control and NOD.B10 mice SMGs (**Figure 4C**). 

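Immune cells made up 8.22% (1381 of 16810 cells, 7.80 to 8.64) of the control library and 31.4% (3267 of 10419 cells, 30.5 to 32.3) of the NOD.B10 library. The difference was 23.1 points (22.2 to 24.1), and over the alternatives it ran from 21.2 to 29.9 points. NK cells were the exception, at 2.90% (488 of 16810 cells, 2.65 to 3.17) in the control and 1.74% (181 of 10419 cells, 1.495 to 2.01) in NOD.B10. Their difference of −1.17 points ran from −2.49 with at most 20% mitochondrial UMIs to −0.363 (−0.745 to 0.029) without the top 5% of Scrublet scores, where the interval includes 0. A share in dissociated cells also depends on how well each type survives, and with 1 gland per strain it may be a trait of that gland.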

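B cells were 0.0892% (15 of 16810 cells, 0.0500 to 0.147) of the control library and 11.4% (1184 of 10419 cells, 10.8 to 12.0) of NOD.B10. T cells were 1.53% (257 of 16810 cells, 1.35 to 1.73) and 8.62% (898 of 10419 cells, 8.09 to 9.17), and myeloid cells 3.69% (621 of 16810 cells, 3.41 to 3.99) and 9.64% (1004 of 10419 cells, 9.08 to 10.2). Summed over all cells, the B cell receptor chain Cd79a had 0.846 and 104 CPM in control and NOD.B10, a ratio of 124 (96.4 to 161). The T cell costimulator Icos had 5.58 and 45.6 CPM, a ratio of 8.17 (7.35 to 9.10). For Cd68, a lysosomal protein of macrophages, the values were 12.1 and 40.1 CPM and the ratio 3.32 (3.07 to 3.60). Summed over immune cells Cd68 had a ratio of 0.988 (0.903 to 1.08). Myeloid cells were 621 of 1381 immune cells in the control and 1004 of 3267 in NOD.B10, so this ratio does not give the level per myeloid cell.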

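Beyond immune cells, the libraries differed in most classes. Endothelial cells were 11.9% (1997 of 16810 cells, 11.4 to 12.4) in the control and 7.38% (769 of 10419 cells, 6.89 to 7.90) in NOD.B10. Stromal cells were 2.05% (345 of 16810 cells, 1.84 to 2.28) and 2.74% (285 of 10419 cells, 2.43 to 3.07), a difference of 0.683 points (0.304 to 1.07) that changes sign when cells with over 20% mitochondrial UMIs are left out (−0.0473 points). The class named erythroid, mainly by hemoglobin genes, was 9.16% (1540 of 16810 cells, 8.73 to 9.61) and 8.48% (884 of 10419 cells, 7.96 to 9.04). Barcodes with over 5% hemoglobin UMIs had been removed, so this class cannot be read as a share of red blood cells. With at most 20% mitochondrial UMIs only 5 NOD.B10 cells stayed in it. Its difference has no steady sign, from −7.86 points with at most 20% mitochondrial UMIs to 26.6 when every cluster takes its leading class. Unnamed cells take up so much of NOD.B10 that every other share there is lowered by them.

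**Figure D2:**
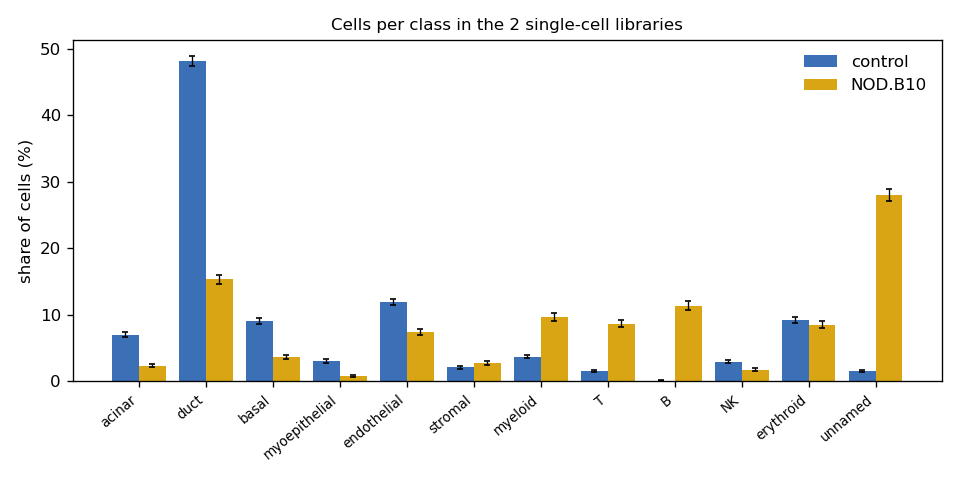
Share of each cell class among kept cells of the control and NOD.B10 libraries, with exact 95% intervals. The intervals cover counting error only, with 1 library per strain.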

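Epithelial cells were 67.2% (11293 of 16810 cells, 66.5 to 67.9) of the control library and 22.02% (2294 of 10419 cells, 21.2 to 22.8) of NOD.B10, a difference of −45.2 points (−46.2 to −44.1). Over the alternatives the difference ran from −45.7 to −19.7 points, the smallest at Leiden resolution 2. For duct cells alone it ran from −32.8 to −7.56 points, the smallest with at most 20% mitochondrial UMIs. Duct cells were 48.1% (8094 of 16810 cells, 47.4 to 48.9) and 15.3% (1598 of 10419 cells, 14.7 to 16.0), acinar cells 7.01% (1179 of 16810 cells, 6.63 to 7.41) and 2.33% (243 of 10419 cells, 2.05 to 2.64), and basal with myoepithelial cells 12.0% (2020 of 16810 cells, 11.5 to 12.5) and 4.35% (453 of 10419 cells, 3.96 to 4.76). Myoepithelial cells alone were 3.02% (508 of 16810 cells, 2.77 to 3.29) and 0.729% (76 of 10419 cells, 0.575 to 0.912). Granular convoluted tubule cells, which make growth factors and kallikreins, were 5.82% (979 of 16810 cells, 5.47 to 6.19) and 6.37% (664 of 10419 cells, 5.91 to 6.86). These tubule shares depend on the clustering. In 8 of 11 alternatives the control had at most 0.130% and NOD.B10 5.77 to 20.6%. Shares add up to 100%, so more immune or unnamed cells lower the epithelial share by themselves.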

In stark contrast to the control SMG, the NOD.B10 sample consisted of reduced numbers of cells that comprise the epithelial cell populations with the NOD.B10 mice having a total of 3,626 epithelial cells (or ~34%) compared to 4,955 epithelial cells (or ~41%) observed in the control glands (**Figure 4**). This finding is not surprising given that the loss of these cell populations is commonly observed in pSS and has been attributed to the loss of salivary flow in patients (76). Overall, our scRNA-seq analyses has revealed the degree of cellular heterogeneity and the broad range of cell types associated with pSS diseased state.

**Figure 4:**
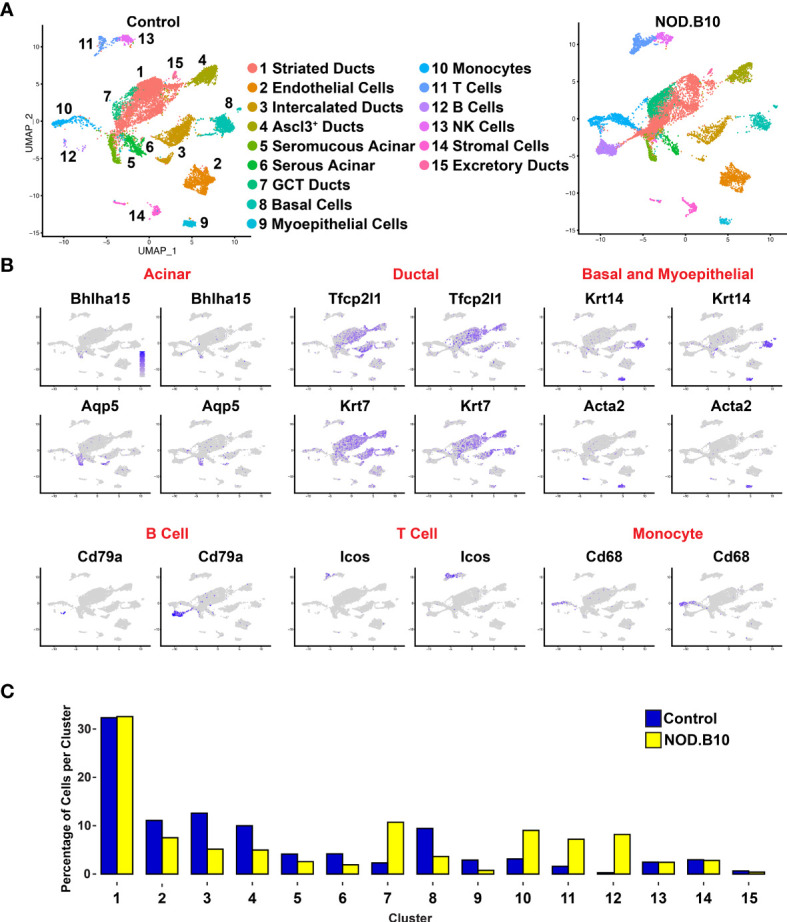
Single-cell RNA-sequencing Reveals Alterations in Cellular Heterogeneity in Mouse pSS SMGs. **(A)** Uniform manifold approximation and projection (UMAP) of control and NOD.B10 mouse SMGs. Cell cluster identities are also shown. **(B)** Feature plots demonstrate the expression of known acinar, ductal, basal and myoepithelial and immune genes. **(C)** Bar graph shows the proportion of cells per cluster.

**Figure 5:**
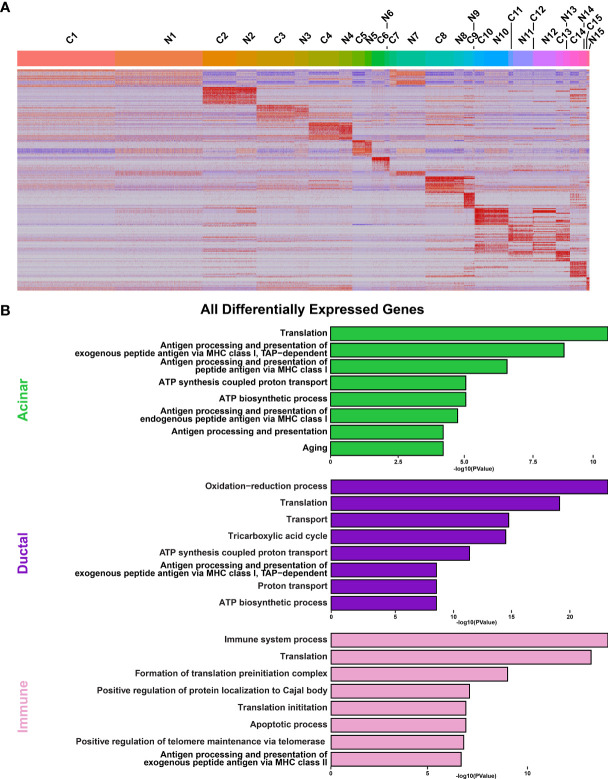
Analysis of Cellular Populations as Identified by Single-cell RNA-sequencing. **(A)** Heatmap visualization of the top 20 differentially expressed genes in each cluster as compared with all clusters between control (C) and NOD.B10 (N) SMGs. Upper bars represent cluster assignments. **(B)** DAVID analysis of all DEGs in the acinar (green), ductal (purple), and immune (pink) cell clusters.

To obtain a more detailed view of the molecular characteristics of the various cell populations we performed DEG analysis and concentrated on the 3 major cell types including acinar, ductal and immune cells from the control and NOD.B10 glands. 

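Acinar cells, 1179 in the control and 243 in NOD.B10, had a median of 5835 and 8405 UMIs. The transcription factor Bhlha15, which keeps acinar cells secretory, had 4.60 and 5.93 CPM over all cells of the control and NOD.B10 libraries, a ratio of 1.29 (1.10 to 1.51) that turns below 1 when cells with over 20% mitochondrial UMIs are left out. Over all cells the major urinary protein Mup5 had 14.7 and 59.6 CPM, a ratio of 4.06 (3.79 to 4.36), and reads can be shared with other Mup genes. The antibacterial Wfdc12 had 355 and 62.9 CPM, a ratio of 0.177 (0.171 to 0.184). Sums over all cells also depend on the mix of cell types, so these ratios do not give the level in acinar cells. Within acinar cells the histone gene Hist1h2al went from 2 to 281 UMIs, a ratio of 352 (145 to 4384). The class I gene H2-Q7 went from 44 to 572 there, a ratio of 48.9 (35.9 to 68.0). These 2 were named as the largest ratios, and reads of both can be shared with close paralogs. Among the lowest was the chaperone Cryab at 0.0609 (0.0313 to 0.107). Control cluster 20 has few NOD.B10 cells, so the 2 libraries may hold different acinar subsets, and a ratio can reflect which subset was caught.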

Interrogation of the 2 acinar clusters (C5 and C6) of the control and NOD.B10 mice identified 388 DEGs with 263 genes showing upregulation and 125 showing downregulation (**Figure 6A** and **Supplementary Table S12**). We next utilized DAVID and Ingenuity Pathway Analysis (IPA) to explore the gene regulatory networks and pathways represented by the 388 DEGs. This analysis revealed enrichment of biological processes associated with translation and protein folding, which is not surprising given the secretory function of acinar cells (**Figure 5B** and **Supplementary Table S13**). 

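Genes of the unfolded protein response and ER chaperones in NOD.B10 acinar cells lay within the central 95% of random lists (21 of 29 genes higher, median log2 ratio 0.44 (0.33 to 0.59), percentile 94.3). Xbp1, which drives this response, had 87.8 and 118 CPM, a ratio of 1.34 (1.18 to 1.53). Across all genes of acinar cells the median log2 ratio was 0.18, so a part of the difference is shared by all genes. Genes for ribosomal proteins were not tested as a list here.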

Remarkably, enrichment of genes associated with immune cell processes including antigen processing and presentation, positive regulation of T cell mediated cytotoxicity and T cell receptor signaling were enriched in acinar cells of NOD.B10 glands (**Figure 5B** and **Supplementary Figure S9**).

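Antigen presentation genes were higher in NOD.B10 acinar cells. For MHC class I, 23 of 23 genes were higher, with a median log2 ratio of 2.53 (2.28 to 2.68), at percentile 100. For MHC class II, 6 of 7 genes were higher, with a median log2 ratio of 2.39 (2.15 to 2.55), at percentile 100. The peptide transporter genes Tap1 and Tap2 had ratios of 8.82 (6.98 to 11.2) and 8.84 (5.95 to 13.4). Class II genes are abundant in immune cells, so part of their RNA in acinar droplets can come from free RNA or doublets. For Cd74, the class II invariant chain, the RNA in NOD.B10 acinar cells was 2.57 times (2.35 to 2.80) what immune markers in the same droplets predict. In control acinar cells it was 0.537 times (0.483 to 0.594).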

**Figure 6:**
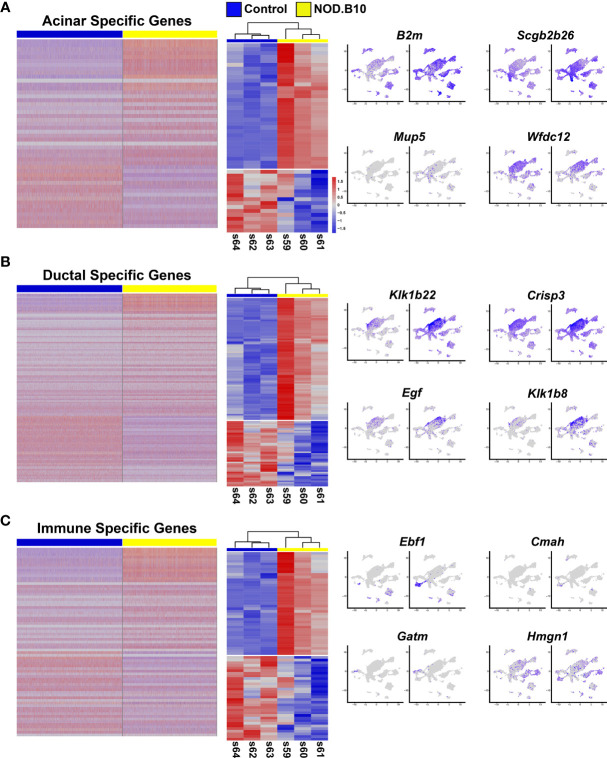
Comparative Analysis of the Bulk RNA-seq and Single Cell RNA-seq Datasets. **(A)** Heatmap visualization of DEGs identified in scRNA-seq datasets (left panel) which are common with the bulk RNA-seq datasets (middle panel) with representative feature plots (right panel) of genes in the acinar, ductal **(B)**, and immune cell clusters **(C)**.

We next performed similar DEG analyses focusing on the 5 ductal-specific clusters (C1, C3, C4, C7 and C15). This resulted in a total of 987 DEGs of which 543 were upregulated and 444 downregulated (**Figure 6B** and **Supplementary Table S14**). 

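Duct cells numbered 8094 in the control and 1598 in NOD.B10, with a median of 4194 and 9214.5 UMIs. Among genes the paper names, Crisp3, a secreted protein of granular ducts, had 6882 and 19934 CPM, a ratio of 2.90 (2.88 to 2.91). The protease Prss23 was at 2.79 (2.65 to 2.93) and the granzyme inhibitor Serpinb9 at 2.10 (1.98 to 2.23). Lower were the phosphatase Dusp4 (0.492 (0.429 to 0.563)), arginase Arg1 (0.559 (0.508 to 0.613)) and the lipid enzyme Cds1 (0.709 (0.615 to 0.815)). The adhesion gene Ceacam2 had among the largest ratios (128 (79.5 to 220.4)). Of these duct cells, 2040 of 8094 in the control and 591 of 1598 in NOD.B10 were Ascl3+ ducts. Granular convoluted tubule cells were 979 and 664 of them, and cells without a subtype 5075 and 126. Duct subtypes thus weigh differently in the 2 sums, with granular tubule cells weighing more in NOD.B10. A ratio such as that of Crisp3 can reflect this mix.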

Interestingly, our pathway analyses of the 987 DEGs identified enrichment of pathways associated with immune cell function including antigen presentation and Eif2 signaling, the latter of which has been implicated in SS pathogenesis (77) (**Figure 5B**, **Supplementary Figure S10**, and **Supplementary Table S15**). 

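In duct cells MHC class I genes were higher in NOD.B10 (24 of 24 genes higher, median log2 ratio 1.85 (1.70 to 1.96), percentile 100). Class II genes were higher as well (10 of 10 genes higher, median log2 ratio 2.77 (2.49 to 2.85), percentile 100). The unfolded protein response, which acts in part through Eif2 phosphorylation, had 27 of 29 genes higher, median log2 ratio 0.51 (0.38 to 0.63), at percentile 100. Cd74 RNA in NOD.B10 duct cells was 2.04 times (1.98 to 2.11) what immune markers in the same droplets predict. In control duct cells it was 0.601 times (0.572 to 0.631), so the prediction can exceed the RNA that is there. With the NOD.B10 lower bound under 2, RNA from immune cells stays possible for Cd74 in duct cells.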

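Markers of T and B cells were also found in epithelial droplets, at low levels. T cell markers were higher in NOD.B10 (11 of 12 genes higher, median log2 ratio 2.78 (2.35 to 3.33)), and so were B cell markers (4 of 4 genes higher, median log2 ratio 2.47 (1.87 to 3.02)). From such markers, T, B, NK and myeloid RNA made up 0.465, 0.265, 0.104 and 0.246% of the RNA in NOD.B10 epithelial droplets. Cd79a, which epithelial cells should lack, was found in 0.248% of control and 2.22% of NOD.B10 epithelial cells. With every cell thinned to 1000 UMIs these shares were 0.0531 and 0.143%, against 57.3% of NOD.B10 B cells. The T cell receptor gene Cd3e was in 0.0531% and 1.09% of epithelial cells, and in 56.7% of NOD.B10 T cells. The shares of immune RNA rest on these same markers, so they are no separate measure of free RNA or doublets.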

Taken together these findings suggest that the acinar and ductal epithelial cells of the affected NOD.B10 glands may transition into a hybrid epithelial/immune cell-like state by aberrantly expressing molecules conventionally associated with immune cells. Finally, our DEG analysis of the 4 immune cell clusters (C10, C11, C12, C14) identified 1215 DEGs, with 793 being upregulated and 422 genes downregulated (**Figure 6C** and **Supplementary Table S16**). 

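Immune cells, 1381 in the control and 3267 in NOD.B10, differ in their mix, as B cells are nearly absent from the control. Genes that differ can thus mark another mix of types. Cxcl13, which attracts B cells, had no UMI in control immune cells and 1201 in NOD.B10 (90.2 CPM). Of these, 1188 were in myeloid cells. The lipid carrier Apoe was lower, with 4071 and 1616 CPM, a ratio of 0.397 (0.389 to 0.405). In T cells the granzyme Gzma went from 1 to 1437 UMIs, and it was named as among the 5 largest ratios. Tmsb10, which binds actin monomers, was at 1.30 (1.26 to 1.34).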

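Antigen presentation was higher in NOD.B10 immune cells, while interferon response genes depended on the cell type. For MHC class I, 23 of 24 genes were higher, with a median log2 ratio of 0.91 (0.86 to 0.96), at percentile 100. For class II, 12 of 12 genes were higher, with a median log2 ratio of 0.74 (0.67 to 0.91), at percentile 99.5. Within myeloid cells class I had 24 of 24 genes higher, median log2 ratio 1.24 (1.18 to 1.32) and class II 12 of 12 genes higher, median log2 ratio 1.03 (0.83 to 1.15). Within T cells class I had 24 of 24 genes higher, median log2 ratio 1.57 (1.20 to 1.61). The interferon response in all immune cells had 12 of 33 genes higher, median log2 ratio −0.19 (−0.23 to −0.08), at percentile 0.0200. Within T cells it was higher (29 of 31 genes higher, median log2 ratio 0.99 (0.84 to 1.22)), and within myeloid cells nearly alike (20 of 33 genes higher, median log2 ratio 0.17 (0.06 to 0.38)). The B class has 15 control cells, too few to compare.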

As expected, our pathway analyses of the 1215 DEGs revealed enrichment of processes associated with immune specific functions including immune system process and response as well as antigen presentation (**Figure 5B**, **Supplementary Figure S11** and **Supplementary Table S17**).

Given that the bulk RNA-seq and scRNA-seq were independent experiments performed on separate control and NOD.B10 SMG samples, we next sought to compare these datasets. For this purpose, we leveraged the scRNA-seq derived acinar, ductal, and immune cell cluster gene signatures and performed comparative analyses with the bulk RNA-seq dataset. 

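Of genes that passed the bulk test and had at least 20 UMIs in acinar cells, 391 of 663 genes (59.0%, 55.1 to 62.7) had the bulk direction in NOD.B10 acinar cells. This interval, like those for duct and immune cells below, takes genes as separate draws, though genes can vary together. It leaves out counting error of UMIs and differences between glands. Random lists of like expression had a median of 50.2%. Genes higher in bulk matched in 197 of 283 (69.6%), where random genes are higher in 60.8%. Genes lower in bulk matched in 194 of 380 (51.1%), where random genes are lower in 40.5%. A gene can match in bulk through other cell types than acinar cells.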

Comparison of the 388 acinar DEGs with the 1076 DEGs obtained from the bulk RNA-seq studies identified 48 genes which showed concordant gene expression patterns with 32 showing upregulation and 16 being downregulated (**Figure 6A** middle panel and **Supplementary Table S18**). 

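B2m, the light chain of all MHC class I molecules, had 293 ± 37.4 rescaled TPM in control and 603 ± 80.3 in NOD.B10 glands in bulk (log2 fold change 1.04, SE 0.13, adjusted p = 0.00232, limma; chromosome 2, 121973422 to 121978819). Its call held under all alternatives. In acinar cells it had 55.3 CPM in the control and 599 in the NOD.B10 library, 10.8 times (9.85 to 12.0) as much. Duct cells had 7.94 (7.79 to 8.10) times the control CPM, endothelial cells 2.94 (2.84 to 3.05), stromal cells 4.24 (4.03 to 4.46) and immune cells 1.85 (1.80 to 1.90). Every cell type expresses B2m, so the difference in the gland is not tied to acinar cells.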

Interestingly, while a number of the upregulated genes showed widespread expression based on feature plot analysis (**Figure 6A** right panel), we did identify beta-2-microglobulin (*B2m*) which has been shown to be associated with increased disease severity in patients with pSS (2, 70). 

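Of genes past the bulk test with at least 20 UMIs in duct cells, 602 of 844 genes (71.3%, 68.1 to 74.4) had the bulk direction there. Random lists had a median of 56.6%. Genes higher in bulk matched in 361 of 423 (85.3%, random 62.2%) and genes lower in bulk in 241 of 421 (57.2%, random 36.3%). With the limit of 20% mitochondrial UMIs the share was 74.5%. Kallikreins and other granular duct products are among the genes that match.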

Among the 987 ductal DEGs, we found 129 genes that showed concordant gene expression patterns with 84 being upregulated and 45 downregulated in the bulk RNA-seq data (**Figure 6B** middle panel and **Supplementary Table S19**). 

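Kallikreins of the Klk1 family, serine proteases secreted by granular ducts, were the list with the highest median fold change in the bulk glands. By mean log2 fold change they (2.76) came just after the list of granular tubule products (2.79). Klk1b22 had 774 ± 49.4 rescaled TPM in control and 8206 ± 2024 in NOD.B10 glands (log2 fold change 3.38, SE 0.19, adjusted p = 3.6e-05, limma; chromosome 7, 51368043 to 51372292). Klk1b8 rose the most, from 89.2 ± 15.4 to 2231 ± 795 (log2 fold change 4.59, SE 0.24, adjusted p = 2.4e-05, limma). Others rose as well, with log2 fold changes from limma of Klk1b16 (3.87, SE 0.26, adjusted p = 6.8e-05), Klk1b9 (3.77, SE 0.24, adjusted p = 6.5e-05) and Klk1b1 (3.41, SE 0.21, adjusted p = 5.4e-05), and of Klk1b24 (3.08, SE 0.17, adjusted p = 3.2e-05) and Klk1b4 (2.96, SE 0.19, adjusted p = 6.8e-05). Of 14 members 13 rose, also adjusted over the list alone (median 3.09, limma's camera test, adjusted p = 2.4e-18, and adjusted p = 0.251 with an estimated correlation). Klk1 itself did not change past the test (−0.38, adjusted p = 0.358, limma). Over all single cells Klk1b22 had 542 and 7391 CPM in control and NOD.B10, a ratio of 13.6 (13.5 to 13.8), and Klk1b8 of 17.3 (16.7 to 17.8). Klk1b9 was at 12.5 (12.4 to 12.6), Klk1b16 at 12.8 (12.7 to 13.0), Klk1b21 at 10.3 (10.2 to 10.5), Klk1b3 at 9.60 (9.42 to 9.78) and Klk1b5 at 1.82 (1.80 to 1.84). Klk1 was lower, at 0.515 (0.514 to 0.516). Other products of granular tubules rose too in bulk (10 of 11 genes, median 2.96, limma's camera test, adjusted p = 1.2e-15, and adjusted p = 0.290 with an estimated correlation), with Egf (2.78, SE 0.28, adjusted p = 6.6e-04) and Crisp3 (2.33, SE 0.25, adjusted p = 9.6e-04) by limma. Klk1 genes are close paralogs that share reads and differ between strains, so the value of a single member is uncertain.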

Of note, several of these genes belong to the kallikrein family of serine proteases, which have recently been linked to pSS as well as other autoimmune diseases (**Figure 6B** right panel) (78–80). Finally, similar analyses of the immune cell clusters revealed that of the 1215 DEGs detected between the control and NOD.B10 scRNA-seq datasets, 71 genes showed concordant gene expression patterns with 39 being upregulated and 32 showing downregulation (**Figure 6C** middle panel and **Supplementary Table 20**). Of these genes, we found early B cell factor 1 (*Ebf1*) and high mobility group nucleosome binding domain 1 (*Hmgn1*) to be upregulated (**Figure 6C** right panel). 

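In immune cells, 426 of 776 genes (54.9%, 51.3 to 58.4) of those past the bulk test had the bulk direction, against a median of 48.8% for random lists. Genes higher in bulk matched in 247 of 386 (64.0%), fewer than random genes at 70.2%, and genes lower in bulk in 179 of 390 (45.9%), more than random genes at 28.7%. The share of immune cells in the bulk tissue was not measured, and their mix differs between the single-cell libraries.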

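Ebf1, the factor that sets B cell identity, did not pass in bulk, with 1.03 ± 0.196 rescaled TPM in control and 1.58 ± 0.317 in NOD.B10 glands (log2 fold change 0.34, SE 0.15, adjusted p = 0.202, limma). Over all single cells it had 31.4 and 197 CPM, a ratio of 6.29 (6.01 to 6.58). Of 9318 UMIs in NOD.B10, 7669 were in B cells, and 42 of 2340 in the control. In stromal cells, which also express Ebf1, the ratio was 1.48 (1.30 to 1.67). Hmgn1, which loosens chromatin, rose in bulk from 54.1 ± 3.21 to 79.6 ± 3.06 (log2 fold change 0.55, SE 0.08, adjusted p = 0.00529, limma; chromosome 16, 96342225 to 96349336). In immune cells Hmgn1 had 86.3 and 188 CPM, a ratio of 2.18 (1.97 to 2.42). In epithelial cells it was nearly alike (1.07 (1.03 to 1.10)). The sialic acid hydroxylase Cmah and the creatine enzyme Gatm also rose in bulk, with log2 fold changes from limma of Cmah (0.52, SE 0.10, adjusted p = 0.0189) and Gatm (1.58, SE 0.12, adjusted p = 1.6e-04). Immune cells had 6 and 688 UMIs of Cmah, a ratio of 43.0 (19.7 to 118), and a ratio of 2.40 (2.07 to 2.79) for Gatm. Under other settings limma's adjusted p passed 0.05 for Cmah (without 105886, 105887 or 108052, with TPM as deposited, 0.0149 to 0.0669).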

While *Ebf1* and *Hmgn1* have not been directly linked to SS, they have been shown to play important roles in immune function and may serve as potential candidates for future follow-up studies (81–83). While the DEGs common between the bulk RNA-seq and scRNA-seq datasets might seem relatively modest at first glance, we suspect that this might be in part due to poor gene coverage (from expressional dropout for instance) for the scRNA-seq data. Nevertheless, the comparative analysis does provide a reasonable number of genes with high confidence that are likely to be critical to the underlying pSS pathogenic state of the NOD.B10 SMGs.

### Intrinsic Activation of Salivary Gland Epithelial Cells Contribute to Immune Dysregulation

>While salivary gland dysfunction has been commonly thought to occur as a consequence of abnormal B cell and T cell responses, emerging evidence suggests a functional role for the epithelial cells in contributing to disease development and progression. Indeed, salivary gland epithelial cells isolated from patients with SS have been shown to play an active role in driving the initial local autoimmune responses by mediating recruitment, homing, activation, and differentiation of immune cells (34, 35). To better appreciate the functional role of the epithelial cells, we mined our scRNA-seq datasets from control and NOD.B10 mice and focused on the 9 epithelial cell clusters and performed differential gene expression analysis (**Figure 7A** and **Supplementary Table S21**). This analysis identified a number of upregulated DEGs in the epithelial cells of the NOD.B10 glands that have been shown to play important roles in immune cell responses. 

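As a list, the immune genes the paper names here were higher in NOD.B10 epithelial cells (median log2 ratio 1.96, 1.86 to 2.04, percentile 100). The same list was higher in acinar (median log2 ratio 1.43, 1.25 to 1.81), duct (median log2 ratio 1.72, 1.61 to 1.81) and basal with myoepithelial cells (median log2 ratio 2.25, 1.92 to 2.37). In immune cells it was nearly alike (median log2 ratio 0.26, 0.16 to 0.33). The list was chosen by the authors on these cells, so its direction is not independent evidence. Epithelial cells had a median of 4210 UMIs in the control and 8472.5 in NOD.B10, so shares of cells with a UMI are compared at 1000 UMIs per cell. Cells under 1000 UMIs, 191 of them NOD.B10 epithelial cells, are left out of these shares.

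**Figure D3:**
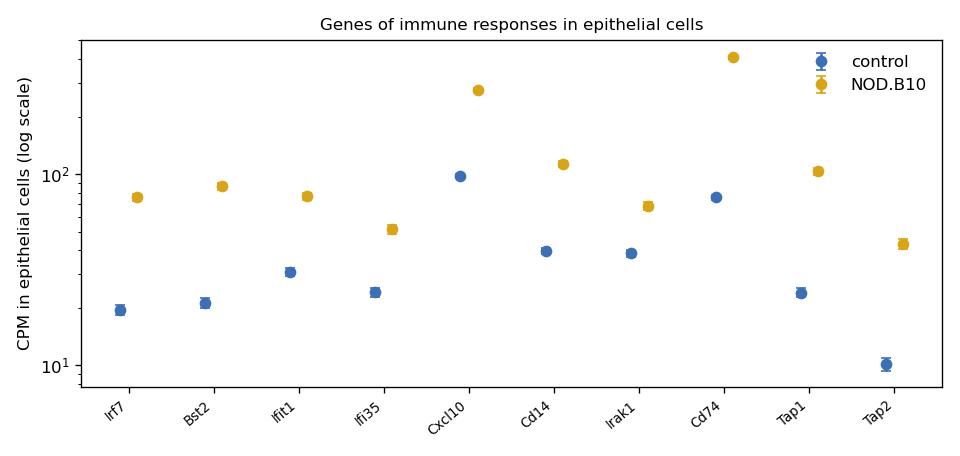
CPM of 10 genes of immune responses in epithelial cells of the control and NOD.B10 libraries, on a log scale with exact Poisson 95% intervals. The intervals cover counting error only.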

IFN signaling has emerged as a key driver in the pathogenesis of pSS with patients demonstrating elevated expression levels of genes associated with this signaling pathway (84, 85). 

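Interferon response genes as a list were higher in NOD.B10 epithelial cells (31 of 31 genes higher, median log2 ratio 1.49 (1.43 to 1.62), percentile 100). Over the alternatives the median ran from 1.40 to 1.65. Acinar cells had 24 of 25 genes higher, median log2 ratio 1.64 (1.39 to 1.75), and duct cells 29 of 30 genes higher, median log2 ratio 1.30 (1.23 to 1.38). Over all genes of epithelial cells the median log2 ratio was 0.23, so the list stands well above a general shift. The list was drawn up from general knowledge before the files were opened, but after the paper and its supplementary tables were read.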

In agreement with these findings, our analysis revealed a number of molecular players involved in IFN signaling to be markedly upregulated in the epithelial cells of the NOD.B10 mice compared to control cells. For instance, we identified interferon-regulatory factor 7 (*Irf7*), chemokine (C-X-C motif) ligand 10 (*Cxcl10*), bone marrow stromal cell antigen 2 (*Bst-2*), signal transducer and activator of transcription 1 (*Stat1)*, interferon induced irotein 35 (*Ifi35)* and interferon-induced protein with tetratricopeptide repeats 1 (*Ifit1)* to be enriched in the epithelial cell clusters of the NOD.B10 mice (**Figure 7B**) (86).

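Irf7, the regulator that amplifies type I interferon, had 19.4 and 75.6 CPM in control and NOD.B10 epithelial cells, a ratio of 3.89 (3.62 to 4.19). The T cell attractant Cxcl10 was at 2.81 (2.71 to 2.90), the antiviral tether Bst2 at 4.08 (3.81 to 4.38), Ifi35 at 2.14 (1.98 to 2.30) and Ifit1 at 2.49 (2.33 to 2.65). At 1000 UMIs per cell, Cxcl10 was seen in 5.91% of control and 11.7% of NOD.B10 epithelial cells, and without thinning in 13.1 and 28.8%. In T cells it was 3.11% and 6.58%, or 7.39 and 15.6% unthinned, at a median of 2696 and 4184 UMIs. Immune RNA predicted from immune markers falls short of these levels. Irf7 was 74.2 times (70.9 to 77.5) and Cxcl10 65.5 times (64.0 to 67.0) the predicted level. In control epithelial cells they were 39.8 and 17.2 times, so this ratio does not measure the rise. RNA of endothelial and stromal cells, with 1839 and 1889 CPM of Cxcl10 in NOD.B10, was not counted. The intervals leave out the error of the predicted level. The paper, from its pathway analyses of acinar and duct cells, proposes a hybrid of epithelial and immune cell states as possible. In bulk glands Irf7 and Ifit1 fell, with log2 fold changes from limma of Irf7 (−0.86, SE 0.16, adjusted p = 0.0119) and Ifit1 (−0.89, SE 0.17, adjusted p = 0.0144), and Bst2 (−0.41, SE 0.12, adjusted p = 0.0636), Ifi35 (0.23, SE 0.11, adjusted p = 0.247) and Cxcl10 (0.08, SE 0.21, adjusted p = 0.850) did not pass. Calls lost under an alternative, with the range of limma's adjusted p, were those of Irf7 (with TPM as deposited, 0.0114 to 0.0510) and Ifit1 (with TPM as deposited, 0.00726 to 0.0508).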

**Figure 7:**
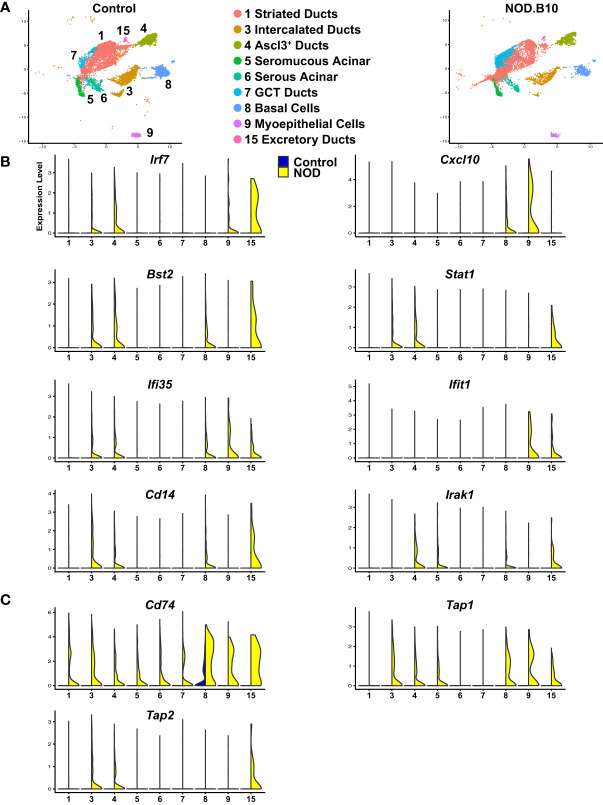
Activation of Immune Responses of Mouse SS Salivary Gland Epithelial Cells. **(A)** UMAP visualization of the epithelial cell populations of control and NOD.B10 mouse SMGs based on hierarchical clustering analysis performed in **Figure 4A**. Epithelial cell cluster identities are shown. **(B, C)** Violin plots demonstrate expression of various immune related genes in the epithelial cell populations of control and NOD.B10 mouse SMGs.

In addition to genes involved in IFN signaling, we observed upregulation of *Cd14*, a GPI-anchored pattern recognition receptor that functions in innate immune responses (87). 

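Cd14 had 39.7 CPM in the control and 113 in the NOD.B10 library in epithelial cells, 2.85 times (2.70 to 3.01) as much. At 1000 UMIs per cell, 3.92% of control and 9.80% of NOD.B10 epithelial cells had Cd14, and unthinned 15.3 and 40.4%. In T cells, which lack Cd14, it was 1.17% and 1.20%, and unthinned 3.11 and 4.57%. The ratio was 2.48 (2.34 to 2.63) in duct and 1.75 (1.25 to 2.43) in acinar cells, and immune cells summed had less Cd14 in NOD.B10 (0.682 (0.652 to 0.714)). Myeloid cells were 621 of 1381 immune cells in the control and 1004 of 3267 in NOD.B10, so that ratio can reflect the mix. Endothelial cells differed most, with 14.6 (12.5 to 17.0).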

More specifically, Cd14 is a co-receptor in the toll like receptor 4 (TLR4) complex, activation of which results in the recruitment of Myd88 and various IL-1R associated kinases (IRAKs) leading to NF-κB and MAPK signaling pathway activation (88, 89). Not surprisingly, we also observed elevated gene expression levels of *Irak1*, an important mediator of this signaling cascade (90) (**Figure 7B**). 

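Irak1, a kinase downstream of Myd88, had 38.6 CPM in the control and 67.9 in the NOD.B10 library in epithelial cells, 1.76 times (1.65 to 1.87) as much. Immune cells had a like ratio (1.71 (1.42 to 2.07)), and stromal cells 1.20 (0.837 to 1.73). The Toll-like receptor and Myd88 list in epithelial cells had 16 of 17 genes higher, median log2 ratio 0.78 (0.61 to 0.84), at percentile 100. In bulk Irak1 did not change past the test (log2 fold change −0.14, SE 0.11, adjusted p = 0.478, limma). RNA levels do not show whether the kinase is active.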

In line with these findings, several genes involved in antigen processing and presentation were also selectively upregulated in the NOD.B10 salivary epithelial cells including *Cd74*, transporter associated with antigen processing 1 (*Tap1*), and *Tap2* (**Figure 7C**) (91, 92). 

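Cd74, the chaperone of MHC class II, had 75.8 CPM in the control and 408 in the NOD.B10 library in epithelial cells, 5.38 times (5.20 to 5.57) as much. The peptide transporters Tap1 and Tap2 had ratios of 4.30 (4.03 to 4.59) and 4.26 (3.85 to 4.71), with 24.0 and 103 CPM for Tap1. In NOD.B10 epithelial cells Cd74 RNA was 3.70 times (3.63 to 3.77) what immune markers in the same droplets predict. In control epithelial cells it was 1.06 times (1.03 to 1.09), so the control level can be mostly immune RNA. Basal with myoepithelial cells of NOD.B10 stood out at 10.3 times (10.0 to 10.6), against 2.42 times in the control. At 1000 UMIs per cell Cd74 was seen in 5.79% of control and 21.1% of NOD.B10 epithelial cells, unthinned 14.9 and 54.1%. T cells had 8.95% and 18.5%, unthinned 15.2 and 40.3%. NOD.B10 duct cells, at 15.4%, lay below T cells, and basal with myoepithelial cells, at 50.3%, well above. Of the 10458 Cd74 UMIs in NOD.B10 epithelial cells, 5525 were in basal with myoepithelial and 4420 in duct cells. In bulk Tap2 did not change past the test (log2 fold change −0.14, SE 0.10, adjusted p = 0.413, limma).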

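The same genes were higher in other cells of the NOD.B10 gland. In endothelial cells the interferon list had 31 of 31 genes higher, median log2 ratio 1.53 (1.44 to 1.75) and MHC class I 24 of 24 genes higher, median log2 ratio 1.86 (1.79 to 2.00). Stromal cells had 29 of 29 genes higher, median log2 ratio 1.80 (1.39 to 2.01) for the interferon list and 24 of 24 genes higher, median log2 ratio 2.34 (2.12 to 2.47) for MHC class I. Cd74, Tap1 and Tap2 had ratios of 26.0 (24.2 to 28.0), 4.31 (3.83 to 4.84) and 5.69 (4.83 to 6.71) in endothelial cells. In stromal cells they were 1.87 (1.64 to 2.14), 8.57 (6.15 to 12.3) and 5.08 (3.45 to 7.71). Cd74 in NOD.B10 stromal cells was 1.31 times (1.21 to 1.41) what immune markers in the same droplets predict, so much of it can be immune RNA. The response in this 1 gland is thus not tied to epithelial cells, and a single NOD.B10 animal cannot tell whether it belongs to the strain, the disease or that animal.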

Taken together, our results suggest that similar to immune cells, epithelial cells appear to play a reactive role in driving the immune related changes associated with pSS.

## Discussion

Primary Sjögren’s Syndrome is a complex systemic autoimmune disease with no known cause or effective cure. Despite extensive research efforts over the last several decades, the underlying molecular mechanisms driving SS pathogenesis, remains elusive. Here we have performed a comprehensive transcriptomic characterization of the underlying global circuitry in the salivary glands of a well-established pSS mouse model. In parallel, we have utilized single-cell RNA-seq to interrogate alterations in the cellular heterogeneity of mouse pSS salivary glands and have described the immuno-reactive state of the epithelial cells suggesting that they are active participants in pSS pathogenesis. Our multipronged genomic and genetic approach has revealed novel insight into the transcriptional regulatory circuitry and the various cell types spurring the immune related changes underlying this disease.

Mouse models have long served as valuable model systems to study various aspects of human disease. Over the years, SS mouse models have provided a myriad of information regarding different aspects of SS pathogenesis including onset, progression, and treatment. While these studies have been invaluable in providing insight into the complex nature of this disease, no studies to date have comprehensively dissected the cellular heterogeneity and examined the various cellular states of the salivary glands of pSS mice. Although it is no surprise that our scRNA-seq analysis identified increased populations of immune cells in the glands of pSS mice, our findings uncovering the degree to which the epithelial cells exist in an immune activated state and expressed markers that are commonly associated with immune cell function, was striking. It is tempting to speculate that the NOD.B10 epithelial ductal cells are transitioning and displaying a similar gene expression profile to that of immune cells. However, this requires further investigation. While the contribution of pSS epithelial cells has received some attention (33–35), future studies aimed at investigating the transcriptional changes the epithelial cells undergo as they transition to this activated state will be important. Moreover, identifying the signals that drive the epithelial activated state will be critical to understanding how they contribute to this disease.

Our comparative transcriptomic analysis of mouse and human pSS glands allowed us to identify genes that are common and potentially relevant in driving the underlying molecular mechanisms contributing to this disease. Interestingly, our analysis revealed that of the 1076 DEGs we identified in the SGs of the NOD.B10 mice, only 166 genes were common to the human RNA-seq studies of pSS and non-pSS salivary gland tissue (62). While this number was surprisingly low, the discrepancies can be attributed to a number of factors including the inherent differences between the types of glands included in our analysis. For example, in the current study we compared NOD.B10 submandibular salivary glands datasets to human minor salivary glands. It is also plausible that the modest number of overlapping genes we observed may be due to differences in disease stages or a reflection of the complex nature of this disease. Despite the modest overlap, in addition to identifying conserved networks and pathways, our analysis also identified a number of common genes which have been previously reported to play key roles in SS. In addition, we uncovered several genes that have not been previously associated with this disease and which may serve as candidates for future studies. For instance, we identified a number of genes involved in sialic acid biosynthesis and sialylation including glucosamine (UDP-N-acetyl)-2-epimerase/N-acetylmannosamine kinase (*Gne*), an important enzyme in the sialic acid biosynthetic pathway. 

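Gne, which makes the sialic acid precursor ManNAc-6-phosphate, had 125 ± 3.58 rescaled TPM in control and 95.9 ± 12.4 in NOD.B10 glands (log2 fold change −0.39, SE 0.11, adjusted p = 0.0633, limma; chromosome 4, 44046947 to 44097049). Its NOD.B10 values lay below all controls, but the gene did not pass in any alternative. A later step, the phosphatase Nanp, fell from 16.1 ± 1.74 to 7.75 ± 1.06 (log2 fold change −0.97, SE 0.12, adjusted p = 0.00188, limma). The list for sialic acid synthesis and sialyltransferases had 4 genes higher and 4 lower of 15, or 6 and 5 adjusted over the list alone. Its median was −0.01 and its mean 0.47, without passing camera (limma's camera test, adjusted p = 0.619, and adjusted p = 0.833 with an estimated correlation). By limma's fry test it passed (adjusted p = 0.0485).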

Although *Gne* has not been directly linked to SS, sialic acids have been shown to play important roles in autoimmunity (93). Additionally, we identified cytidine monophosphate N-acetylneuraminic acid synthetase (*Cmas*), a catalyzing enzyme involved in the sialylation pathway, to be a common gene between mouse and human SS. 

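Cmas, which activates sialic acid as CMP-sialic acid, fell from 113 ± 10.4 to 69.4 ± 6.92 rescaled TPM in NOD.B10 glands (log2 fold change −0.70, SE 0.11, adjusted p = 0.00574, limma; chromosome 6, 142705206 to 142724234). The 3 NOD.B10 values lay below the controls. The call ended for Cmas (with TPM as deposited, 0.00149 to 0.0653), with the range of limma's adjusted p over the alternatives.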

While no direct link to SS has been reported, *Cmas* has been demonstrated to direct various immune responses (94, 95).

The wealth of transcriptomic data from the mouse model of pSS described in this paper is a critical first step in understanding both the cellular and molecular mechanisms of this disease. One major advantage of the NOD.B10 model is the possibility of performing a time course of genomic studies that addresses the nuances of the gradual and progressive nature of pSS pathology. Indeed, this approach will likely uncover the early triggers and precipitating factors that contribute to the etiology of pSS. Future studies, particularly those that take advantage of single cell techniques such as spatial transcriptomics, are also needed to reveal the topological map of the niche in which subtypes of various epithelial and immune cells co-exist, crosstalk with each other and more importantly, contribute to SMG dysfunction in pSS.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE175649.

## Ethics Statement

The animal study was reviewed and approved by State University of New York at Buffalo (University at Buffalo) Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

EH, AO, E-ACS, MC, JB, SM, JK, JMK, SS, and R-AR all contributed to performing experiments, data acquisition, analysis, and interpretation. R-AR contributed to conception, design and drafted the manuscript. EH, AO, E-ACS, MC, JB, SM, JK, JMK, and SS critically revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by National Institutes of Health/National Institute of Dental and Craniofacial Research (NIH/NIDCR) training grant (NIH/NIDCR) DE023526 to the State University of New York at Buffalo, School of Dental Medicine, Department of Oral Biology which supported EH, E-ACS, MC, and SM.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptomic and Single-Cell Analysis Reveals Regulatory Networks and Cellular Heterogeneity in Mouse Primary Sjögren’s Syndrome Salivary Glands
**Source:** Front Immunol. 2021 Nov 29;12:729040. doi: 10.3389/fimmu.2021.729040
**Supplement:** Supplementary file 1

**Supplementary Figure S1. Histological Examination of Control and NOD.B10 SMGs.** H&E staining of control and NOD.B10 SMGs from female mice. Compared to control glands, NOD.B10 mice show areas of immune cell infiltration (black arrows). Scale bar 37μm.

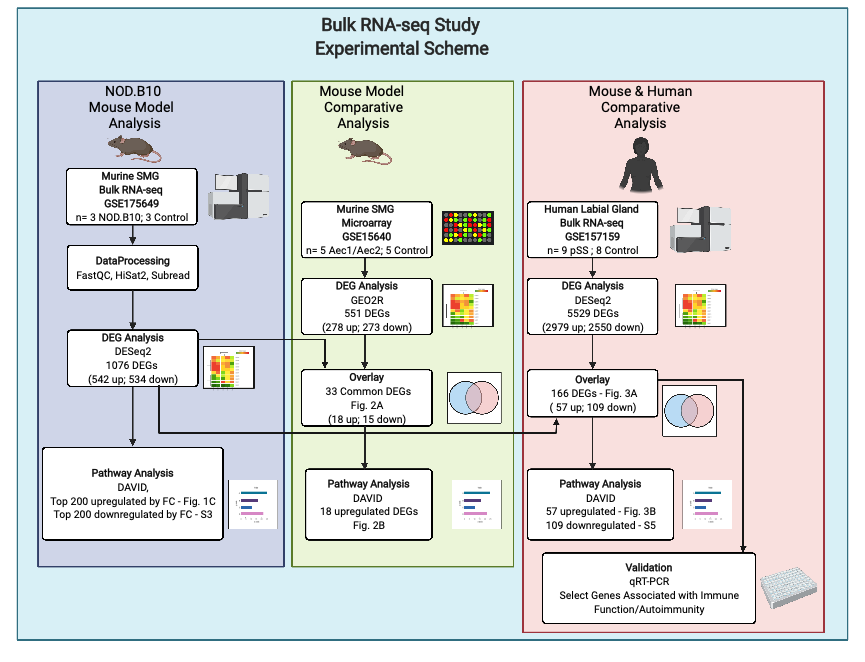

**Supplementary Figure S2.** Overview of RNA-sequencing data processing and analysis steps.

**Supplementary Figure S3. Enriched Biological Processes of Downregulated Genes.** Bar plot highlights the biological processes enriched in the downregulated DEGs identified between the control and NOD.B10 SMGs.

**Supplementary Figure S4. Changes in Exocytosis in NOD.B10 SMGs.** Heatmap visualization of select DEGs in NOD.B10 SMGs that have been shown to function in exocytosis.

**Supplementary Figure S5. Enriched Biological Processes of Common Downregulated Genes.** Bar plot highlighting enriched biological processes in the common downregulated DEGs identified between the mouse and human SS datasets.

**Supplementary Figure S6.** **Validation of Select Genes**. Quantitative RT-PCR analysis validating the mRNA expression levels of a panel of select genes in control and NOD.B10 mouse SMGs that were not subjected to RNA-seq analysis. Values were normalized to the housekeeping gene HPRT. Data are represented as ± S.D (n=3). *p<0.05, **p<0.01, ***p<0.001

**Supplementary Figure S7.** Overview of scRNA-sequencing data processing and analyses steps.

**Supplementary Figure S8.** Dot plot showing expression of markers used for annotation of SMG for scRNA-seq experiments.

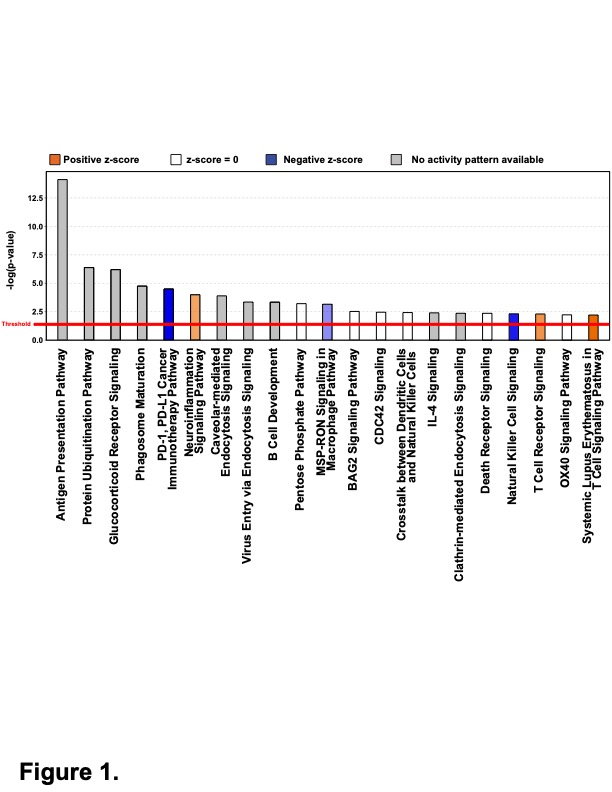

**Supplementary Figure S9.** Top 21 significantly affected canonical pathways for Acinar specific DEGs identified in our scRNA-seq dataset based on IPA.

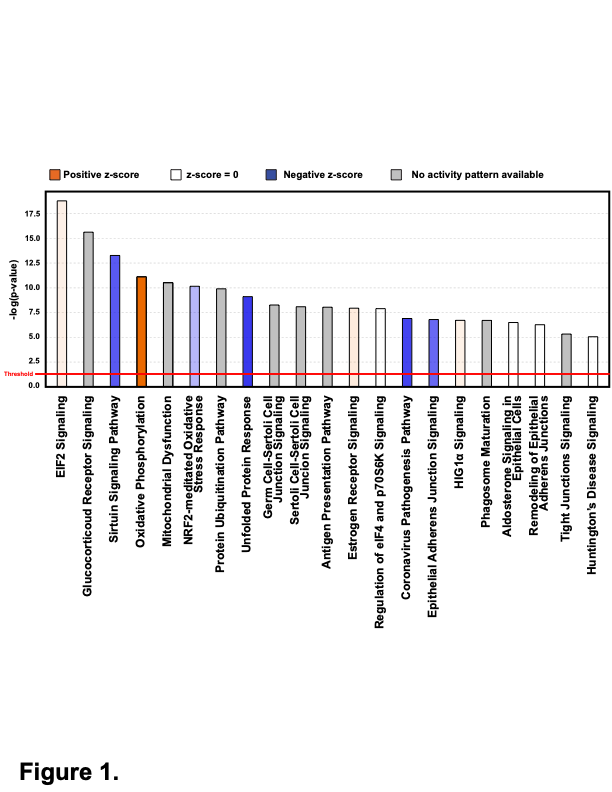

**Supplementary Figure S10.** Top 21 significantly affected canonical pathways for Ductal specific DEGs identified in our scRNA-seq dataset based on IPA.

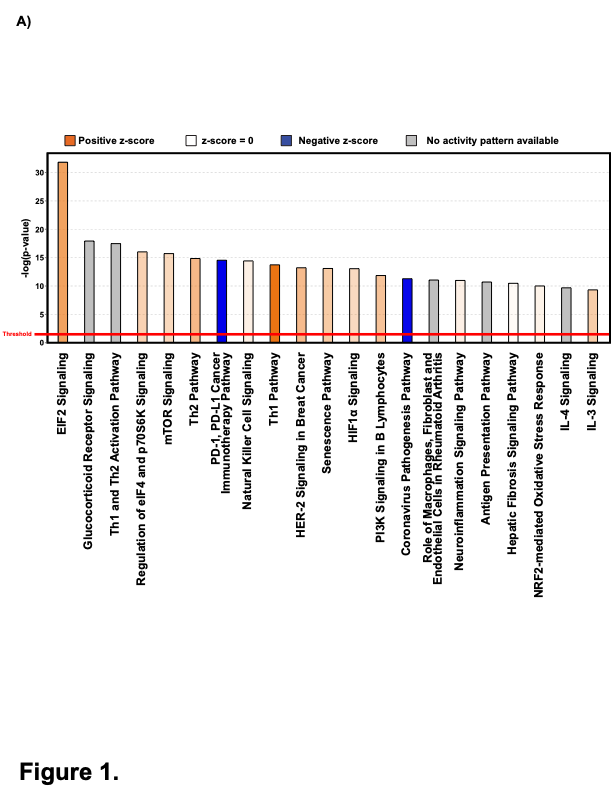

**Supplementary Figure S11.** Top 21 significantly affected canonical pathways for Immune specific DEGs identified in our scRNA-seq dataset based on IPA.

How the deposited data were processed for this re-analysis (not part of the article)

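The bulk files hold TPM for 6 glands, 3 of C57BL/10 and 3 of NOD.B10 mice. The paper states that the authors aligned reads to mm9 with TopHat2 2.0.13 and counted them with featureCounts, and tested genes with DESeq2, for which the submitters' notes give version 1.30.1. Supplementary Figure S2 names HiSat2 and Subread in place of these, so the tools behind the deposited TPM are not settled. The deposited TPM were made by the authors from read counts per gene, in a way not stated, and each gland adds up to the same total. The depth in reads cannot be read from TPM, so the counting error of a single gene is unknown and only the spread between glands is used.

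The single-cell files hold UMI counts of 1 control and 1 NOD.B10 gland. The UMI counts were made by the authors with Cell Ranger as filtered tables of genes and barcodes, and the deposited counts are whole numbers without normalization. The authors analysed them with Seurat 4.0.1. The submitters' notes list mm10 and mm9 without naming the build of these 2 libraries. The submitters' notes name bcl2fastq 2.19.1 for the conversion of the reads.

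Bulk TPM were rescaled per gland by the median of ratios to the geometric mean over genes, since a few secreted products take most of the total. Genes with a mean TPM of at least 1 were kept, 1 was added and log2 taken. limma 3.58.1 in R 4.3.3 fitted 2 groups with a mean-variance trend, and p was adjusted by Benjamini-Hochberg with 0.05 as limit. DESeq2 was not used here because TPM are not counts. edgeR 4.0.16 gave the TMM factors of 1 alternative. The principal components come from the 500 most variable genes, centered and not scaled. In the sensitivity part, the spread of the share of the first component is the SD of the values with 1 gland left out.

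Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. limma's fry test, which takes each list by itself, was run beside it. Lists were assembled from general knowledge before the files were opened. The supplementary tables of the paper had been read by then, and some topics were chosen after Table S1 was seen. Lists taken from the paper were only counted, because the authors chose them on these glands. Genes named in the text are those of the paper, the 12 largest changes in each direction with no overlap between groups, and up to 4 members per list with the lowest p. The values of Table S1 had been seen when this rule was written.

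Barcodes were kept with at most 40000 UMIs, 200 to 5000 genes and at most 50% mitochondrial UMIs, the limits of the paper. A limit of 5% hemoglobin UMIs was added, as the paper gives none for red blood cells. Counts were scaled to 10000 per cell and log-transformed. With scanpy 1.11.5 and leidenalg 0.10.2, 2000 variable genes gave 30 principal components, 20 neighbors and Leiden clusters at resolution 1, on both libraries together. scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 ran under Python 3.11.15.

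Markers of each cell class were fixed before the files were opened, while the rule that turns them into names was chosen after the clusters were seen. A cluster took the class with the most markers found in at least 0.1 of its cells at a log2 fold of at least 1, and needed 3 such markers. Clusters with myoepithelial markers also needed 3 basal markers to count as such. Clusters that met no rule stayed unnamed. For each class the UMIs of its cells were summed, and a ratio uses a floor of 3 counts where a library has 0. Single-cell genes named beyond the paper are the 5 largest ratios in each direction per class, with at least 100 UMIs and 50 CPM.

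Without replicates no test was run on single cells. Shares of cells carry Clopper-Pearson intervals and sums carry Poisson intervals at 95%, which cover counting error only. For the share of bulk genes with the same direction, the Clopper-Pearson interval takes genes as separate draws. The median of a list needs at least 20 UMIs per gene and is placed among 10000 random lists of like expression. To compare shares of cells with a UMI, cells were thinned to 1000 UMIs.

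Both pipelines were tested on simulated data. With 200 changed genes among 10825, bulk calls recovered 90.0, 86.0, 94.0 and 100% of genes with a log2 change of −2, −1, 1 and 2, and 4.64% of calls were false. In simulated cells a raised list reached percentile 100, and 0 of 40 unchanged lists lay above percentile 97.5. The simulated lists hold genes that vary on their own, while genes of a real list vary together, so real percentiles are less strict.

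The alternatives were planned before the files were opened, except 4 for single cells. Scrublet marked 3 of 16810 control cells and 0 of 10419 NOD.B10 cells as doublets, so a setting was added that removes the 5% with the highest scores, 840 and 521 cells. The other 3 are other rules to name clusters. The paper draws 10641 NOD.B10 cells, more than the 10419 kept here, so the down-sampled setting keeps all NOD.B10 cells and draws 12000 of the control.

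All NOD.B10 glands are of 1 strain and all controls of another, and the submitted sample records name a mixed C57BL/6 and 129 background for all 8 libraries, unlike the paper. No batch, litter or collection time is given. The qRT-PCR values, the human samples and the C57BL/6.NOD-Aec1Aec2 data were not analysed here.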

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

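Chosen only after the result was seen were the tests of fewer immune cells, of immune and endothelial RNA together, of a strain difference, of a shift of all genes on the interferon list, and of other splits of the 6 glands. The gene lists and markers were set before the data were examined but after the supplementary tables were read, and the clock topic was chosen after Table S1. The other tests were written before their result was seen.

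3 results drew attention. The interferon response list was slightly lower in all NOD.B10 immune cells together, with a median log2 ratio of −0.19, and higher in epithelial cells of the same gland, with 1.49. The difference between the 2 classes was not tested. Within T cells the list was higher (0.99) and within myeloid cells slightly higher (0.17), and B cells numbered 15 in the control and 1184 in NOD.B10. The lower value for immune cells together can thus come from the mix of cell types. In bulk glands 8 clock genes passed limma's test, and the paper does not discuss the clock. In duct cells the renin gene Ren1 went from 97 to 302789 UMIs, a ratio of 6577.6, far beyond any other gene named there.

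The immune genes of Figure 7 were higher in NOD.B10 epithelial cells, and so was the interferon response list. RNA of immune cells in the droplets falls short of this. The genes other than Cd74 had a median of 56.3 times the level predicted from immune markers. Cd74 had 3.70 times, or 3.41 times (3.35 to 3.48) with endothelial RNA counted too. For the other genes RNA of endothelial and stromal cells was not counted. A shift of all genes is argued against by the interferon list, whose median log2 ratio lay 1.27 above that of random lists, while percentile 100 of the Figure 7 list says nothing, as the authors chose it on these cells. For a strain effect alike in every gland, the rule set afterwards asked for a higher interferon list in bulk, where its median log2 fold change was −0.336. Whole glands mix cell types, and the list did not pass limma's camera test with an estimated correlation (adjusted p = 0.502). The bulk value thus cannot decide on epithelial cells. A strain effect, a state of this 1 gland, its age or infection stay open. So does immune RNA for Cd74 in duct cells, at 2.04 times in NOD.B10 and 0.601 times in the control.

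The interferon response list was lower in NOD.B10 bulk glands by limma's camera test, though not with an estimated correlation (adjusted p = 0.502). Scaling does not turn it, as the highest median log2 fold change under 3 scalings was −0.187, and no single gland does, with −0.176 as the highest median. Fewer immune cells stay open, as the macrophage and monocyte list was higher (median 0.253, adjusted p = 0.313 by limma's camera test with an estimated correlation) while the MHC class II list was lower (−0.34). Strain and disease remain open, because no test here can part them. Which cells carry the lower values is open too, as single cells come from other animals.

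Clock genes differed in bulk, with Arntl opposite to Dbp and Tef, a pattern that collection of the bulk glands at different times of day could give. In the single-cell glands 6 of the 8 genes had the bulk sign summed over all cells, 5 with an interval that excludes 1. Arntl was among these (ratio 1.40), while Dbp had the other sign (1.30, 0.975 to 1.74) and Tef was nearly alike (0.958, 0.833 to 1.10). That lies between the limits set beforehand for a different hour and for a lasting difference. The hour of collection is given for neither the bulk nor the single-cell glands. The single-cell glands may thus share an hour difference or lack it, and no count of signs could tell the 2 apart.

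Mouse strains differ in whether they carry Ren2, a close paralog of Ren1. In bulk Ren2, looked up after the value was seen, was listed at 0 in all controls and had 7.74, 5.67 and 3.82 TPM in NOD.B10 glands. Whether reads of Ren2 were counted as Ren1 in single cells was not tested.

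The 6 glands can be split into 2 groups of 3 in 10 ways. The real split gave 495 higher and 475 lower genes by limma and 14 lists, and the highest other split gave 1 gene in all and 9 lists. Only the real split, 1 of 10, reached the higher genes, 1 of 10 the lower genes and 1 of 10 the lists. With 10 splits such a share cannot be under 0.05, so the splits leave chance open.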

How the results depend on the processing

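Tests run again with the top 5% of Scrublet scores removed, with clusters named by mean marker fold, with a leading class for every cluster, or without the basal condition were chosen only after the result was seen. All other alternatives were set before the data were examined, and all of them were run.

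Of 10963 genes, 495 were higher and 475 lower by limma. A mean TPM of at least 5 left 314 higher genes, of fewer tested. Quality weights gave 776 higher and 740 lower. TPM as deposited gave 150 lower, and there the median of all genes lies at a log2 fold change of 0.145. Without 1 gland, 271 to 477 were higher and 236 to 453 lower, with fewer glands to test. The first component held 66.7% of variance, and 55.6% with pseudocount 0.1, 63.1% with no TPM filter and 72.2% with a mean TPM of at least 5. Without 1 gland it held 65.7 to 72.1%. The cause of the changes under weights and pseudocount was not tested.

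The epithelial share differed by −45.2 points. With at most 20% mitochondrial UMIs this was −28.8, with at least 500 genes −25.6, at resolution 0.5 −43.3 and at resolution 2 −19.7. Scrublet removed 3 control and 0 NOD.B10 cells and gave −43.0, outside the counting interval of −46.2 to −44.1. So few cells cannot make that difference themselves, so the clustering moves this share beyond counting error. Down-sampled as in the paper it was −42.9, with each library clustered on its own −25.0, without the top 5% of Scrublet scores −42.5 and with naming by mean fold −32.5. For the other settings the cause was not tested. For the immune share, main difference 23.1 points, at least 500 genes gave 29.9, own clustering 21.2 and removal of the top 5% 21.6. The interferon list in epithelial cells had a median log2 ratio of 1.49, with at most 20% mitochondrial UMIs 1.64, at resolution 2 1.65 and with naming by mean fold 1.40. For MHC class I the median was 2.06, and 1.93 with naming by mean fold. The share of bulk calls with the same sign in duct cells was 71.3%, and 74.5% with at most 20% mitochondrial UMIs.

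Some single-cell signs turned. With at most 20% mitochondrial UMIs the intercalated duct share differed by −0.244 points and the stromal share by −0.0473. In that setting log2 ratios were −0.173 for Bhlha15 over all cells and, in epithelial cells, −0.273 for Gne, −0.0781 for Hmgn1 and −0.0500 for Tmsb10. In epithelial cells Hmgn1 and Tmsb10 had −0.101 and −0.0655 with at least 500 genes, −0.0612 and −0.0372 at resolution 2, and −0.0494 and −0.0477 with own clustering. Naming by mean fold gave −0.0585 for Cmas and −0.0445 for Tmsb10, and a difference of 0 for the intercalated duct share. The erythroid share differed by −0.677 points, with an interval that includes 0, and by −7.86 with at most 20% mitochondrial UMIs, 24.4 at resolution 0.5, 5.83 at resolution 2 and 4.55 with own clustering. The unnamed share differed by −0.753 points at resolution 0.5, −5.54 at resolution 2 and 0 when every cluster took its leading class, which leaves none unnamed.

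The number of lists past limma's camera test, 14, ran from 11 to 17 over the 12 alternatives. Of 379 list values 361 kept their call, 11 gained and 7 lost it. Of 2092 values of named bulk genes, 1886 kept it, 26 gained and 180 lost it. Of 2102 values of named single-cell genes, 1830 stayed within the counting interval, 260 moved and 12 turned. For shares, 114 of 209 stayed, 89 moved and 6 turned. The share of bulk calls with the same sign in acinar and in immune cells stayed in 11 of 11 alternatives each.

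No paired analysis was possible because each mouse gave 1 library and no litter or pair is named. TPM hide the depth in reads, so low genes cannot be weighed by their counts. A median of 1687 UMIs per NOD.B10 cell limits what can be seen of transcription factors and cytokines in single cells.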

Differences from the paper's values

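None of the tests in this part was chosen only after the result was seen, and the 4 settings added after the clusters were seen were not set beside the paper's numbers.

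For the share of epithelial cells in the control library the paper's value is 41%, and the value here is 67.2%. At least 500 genes per cell (60.2%) and resolution 2 (55.5%) come within a factor of 1.5 of the paper's value. At most 20% mitochondrial UMIs (62.5%), resolution 0.5 (65.1%), Scrublet (65.0%), down-sampling (65.0%) and own clustering (62.3%) do not. For NOD.B10 the paper's value is 34%, and the value here is 22.02%. At most 20% mitochondrial UMIs (33.7%), at least 500 genes (34.5%), resolution 2 (35.7%) and own clustering (37.3%) come within that factor. Resolution 0.5 (21.8%), Scrublet (21.96%) and down-sampling (22.02%) do not.

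Of 36 genes named in the paper with a value in its Table S1, 3 differ in log2 fold change by more than the larger error, and 0 have the other sign. For Dusp4, the paper's value is −1.90 (lfcSE 0.351) and limma gave −1.23 here, and −1.80 with pseudocount 0.1. For Cxcl13, the paper's value is 4.33 (lfcSE 1.14) and limma gave 1.56 here, and 3.55 with pseudocount 0.1. For Gatm, the paper's value is 2.62 (lfcSE 0.410) and limma gave 1.58 here, and 2.42 with pseudocount 0.1. For all 3 genes the pseudocount of 0.1 brings the value within the error, and no other alternative does.

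Some calls of the paper are not reached. Def6 was higher without passing limma, and it passed with quality weights and without gland 108057. The paper also reports higher Def6 by qRT-PCR in other glands, values that were not analysed here. Gne, Rabac1 and Ebf1 passed limma in no setting. Rab6b lay below the TPM filter, and with no filter limma gave −0.70 (adjusted p = 0.00559), the direction of the paper. Of 44 RAB genes 0 passed limma, while 7 had an unadjusted p below 0.05, so the family as a whole was not lower.

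The paper ties Cd74, Tap1 and Tap2 to epithelial cells. Here the 3 genes were also higher in endothelial cells of NOD.B10, with ratios of 26.0, 4.31 and 5.69, and in stromal cells, with 1.87, 8.57 and 5.08. Cd74 in NOD.B10 stromal cells was 1.31 times (1.21 to 1.41) what immune markers predict, so much of it can be immune RNA. The paper reports interferon genes as raised in NOD.B10 epithelial cells. In bulk glands the interferon list was lower by limma's camera test, though not with an estimated correlation (adjusted p = 0.502), and the paper does not report this list.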

Other observations

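The look at Rpl29 in bulk was chosen only after the single-cell result was seen, and no other tests in this part were. The lists were set before the data were examined but after the supplementary tables were read, and the topics of the clock and histone lists were chosen after Table S1.

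As a list, stromal genes were higher in NOD.B10 bulk glands. The fibroblast and stromal list had 4 of 11 genes past limma, or 8 adjusted over the list alone (median 0.53, limma's camera test, adjusted p = 3.4e-05, and adjusted p = 0.373 with an estimated correlation). The matrix genes Dcn and Col3a1 rose, with log2 fold changes from limma of Dcn (0.55, SE 0.12, adjusted p = 0.0218) and Col3a1 (0.92, SE 0.21, adjusted p = 0.0295). So did the receptor Pdgfra and the antiangiogenic Serpinf1, with Pdgfra (0.66, SE 0.15, adjusted p = 0.0310) and Serpinf1 (0.52, SE 0.12, adjusted p = 0.0370) by limma. The myoepithelial and smooth muscle list passed as well (median 0.34, limma's camera test, adjusted p = 0.0134, and adjusted p = 0.502 with an estimated correlation), and not with quality weights (0.0661). In it Mylk, the kinase of smooth muscle myosin, rose from 6.24 ± 0.193 to 10.1 ± 2.59 rescaled TPM (log2 fold change 0.60, SE 0.15, adjusted p = 0.0473, limma). Among the alternatives, limma's adjusted p lay at or above 0.05 for Dcn (without 105885, 105886 or 108055, with TPM as deposited, 0.0114 to 0.0840), Col3a1 (without 105885, 105886, 108052 or 108055, with no TPM filter, 0.00928 to 0.109), Pdgfra (without 105885, 105886, 108052 or 108055, with no TPM filter, with TPM as deposited, 0.0124 to 0.0907), Serpinf1 (without 105886, 105887, 108052, 108055 or 108057, with no TPM filter, with TPM as deposited, 0.0210 to 0.128) and Mylk (without 105885, 105886, 105887, 108055 or 108057, with no TPM filter, with TPM as deposited, 0.0380 to 0.140). Whether the glands hold more stroma or each cell more RNA cannot be read from bulk values.

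Clock genes were lower as a list, with 7 of 14 lower and 1 higher, or 9 and 1 adjusted over the list alone (median −0.57, limma's camera test, adjusted p = 3.4e-05, and adjusted p = 0.251 with an estimated correlation). The list lost its call with a mean TPM of at least 5 (0.0536). The activator Arntl rose from 3.55 ± 1.29 to 16.3 ± 4.52 rescaled TPM (log2 fold change 1.93, SE 0.24, adjusted p = 0.00202, limma). Its targets Dbp, Tef and Nr1d2 fell, with log2 fold changes from limma of Dbp (−2.43, SE 0.19, adjusted p = 1.6e-04), Tef (−1.66, SE 0.11, adjusted p = 8.8e-05) and Nr1d2 (−1.18, SE 0.15, adjusted p = 0.00233). In a clock running at another phase Arntl and its targets move apart in this way.

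Duct and basal markers were mostly alike in bulk. The pan-epithelial and duct list did not pass, with a median of −0.05, a mean of 0.09 and test direction up (limma's camera test, adjusted p = 0.855, and adjusted p = 0.880 with an estimated correlation). In it the keratin Krt19 and the sodium channel subunit Scnn1g rose, with Krt19 (1.02, SE 0.16, adjusted p = 0.00626) and Scnn1g (0.92, SE 0.18, adjusted p = 0.0167) by limma. Markers of Ascl3+ ducts did not pass either (median −0.07, limma's camera test, adjusted p = 0.615, and adjusted p = 0.833 with an estimated correlation). With 2 genes higher and 1 lower, or 2 and 3 adjusted over the list alone, they moved both ways. Among them the proton pump subunit Atp6v1g3 and the channel Cftr rose, with Atp6v1g3 (0.92, SE 0.14, adjusted p = 0.00492) and Cftr (0.65, SE 0.12, adjusted p = 0.0147) by limma. Of 8 basal markers 0 passed limma and 1 had an unadjusted p below 0.05 (median 0.17, limma's camera test, adjusted p = 0.295, and adjusted p = 0.833 with an estimated correlation). Less firm calls, by limma's adjusted p over the alternatives, were Scnn1g (without 105885 or 105886, 0.00545 to 0.0680) and Cftr (without 105886, 105887 or 108055, 0.00655 to 0.0636).

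Neighboring tissue did not differ past the test. The sublingual mucous gland list had 0 of 4 genes past limma and 2 with an unadjusted p below 0.05 (median −0.55, limma's camera test, adjusted p = 0.161, and adjusted p = 0.502 with an estimated correlation), and it passed with TPM as deposited (0.0124) and without gland 105886 (0.0194). The adipocyte list had 0 of 4 past limma and 0 with an unadjusted p below 0.05. Its median was 0.06 with a test direction of down (limma's camera test, adjusted p = 0.949, and adjusted p = 0.974 with an estimated correlation), and the sign of the median changed with quality weights and without gland 105885, 105886 or 108052. Neutrophil, skeletal muscle, lymph node stroma and sex check lists had 1 tested gene each, and the erythrocyte list 2, too few for a test.

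Histone genes moved both ways, with 3 of 15 higher and 5 lower (median −0.18, limma's camera test, adjusted p = 0.556, and adjusted p = 0.833 with an estimated correlation). Hist1h2bb and Hist1h2bg fell, with log2 fold changes from limma of Hist1h2bb (−1.34, SE 0.12, adjusted p = 3.9e-04) and Hist1h2bg (−1.78, SE 0.24, adjusted p = 0.00293). Most replication-dependent histone transcripts lack poly(A) tails, so their values depend on how RNA was selected. Immediate early genes did not pass, with a median of −0.06 and a mean of 0.04 (limma's camera test, adjusted p = 0.859, and adjusted p = 0.880 with an estimated correlation), and Jun rose (log2 fold change 0.69, SE 0.12, adjusted p = 0.0102, limma). Of 9 cell cycle genes 0 passed limma and 1 had an unadjusted p below 0.05 (median 0.08, limma's camera test, adjusted p = 0.713, and adjusted p = 0.880 with an estimated correlation).

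Some genes differ so much in single cells that a sequence difference between strains or a wrong assignment of reads has to be ruled out first, which was not done. In duct cells Gm10709 had 33 and 5517 UMIs in control and NOD.B10, and Gm10036 had 8629 and 9. The ribosomal gene Rpl29 had 23474 and 250 UMIs there. In bulk Rpl29 did not pass (log2 fold change −0.18, adjusted p = 0.259, limma). A large ratio of such genes says little about the disease.

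Some genes shown in Figure 6 of the paper had these bulk values. Mup5 had 461 ± 224 rescaled TPM in control and 3946 ± 2663 in NOD.B10 glands (log2 fold change 2.95, SE 0.52, adjusted p = 0.0105, limma), and Wfdc12 had 2058 ± 337 in control and 628 ± 329 in NOD.B10 glands (log2 fold change −1.87, SE 0.39, adjusted p = 0.0223, limma). The secretoglobin Scgb2b26 was higher without passing (log2 fold change 0.85, SE 0.30, adjusted p = 0.129, limma). By limma's adjusted p, alternatives ended the call of Wfdc12 (without 105885, 105886 or 105887, with no TPM filter, 0.00346 to 0.0773).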
